# Istradefylline protects from cisplatin-induced nephrotoxicity and peripheral neuropathy while preserving cisplatin antitumor effects

**DOI:** 10.1172/JCI152924

**Published:** 2022-11-15

**Authors:** Edmone Dewaeles, Kévin Carvalho, Sandy Fellah, Jaewon Sim, Nihad Boukrout, Raphaelle Caillierez, Hariharan Ramakrishnan, Cynthia Van der Hauwaert, Jhenkruthi Vijaya Shankara, Nathalie Martin, Noura Massri, Agathe Launay, Joseph K. Folger, Clémentine de Schutter, Romain Larrue, Ingrid Loison, Marine Goujon, Matthieu Jung, Stéphanie Le Gras, Victoria Gomez-Murcia, Emilie Faivre, Julie Lemaire, Anne Garat, Nicolas Beauval, Patrice Maboudou, Viviane Gnemmi, Jean-Baptiste Gibier, Luc Buée, Corinne Abbadie, Francois Glowacki, Nicolas Pottier, Michael Perrais, Rodrigo A. Cunha, Jean-Sébastien Annicotte, Geoffroy Laumet, David Blum, Christelle Cauffiez

**Keywords:** Nephrology, G protein&ndash;coupled receptors, Pharmacology

## Abstract

Cisplatin is a potent chemotherapeutic drug that is widely used in the treatment of various solid cancers. However, its clinical effectiveness is strongly limited by frequent severe adverse effects, in particular nephrotoxicity and chemotherapy-induced peripheral neuropathy. Thus, there is an urgent medical need to identify novel strategies that limit cisplatin-induced toxicity. In the present study, we show that the FDA-approved adenosine A_2A_ receptor antagonist istradefylline (KW6002) protected from cisplatin-induced nephrotoxicity and neuropathic pain in mice with or without tumors. Moreover, we also demonstrate that the antitumoral properties of cisplatin were not altered by istradefylline in tumor-bearing mice and could even be potentiated. Altogether, our results support the use of istradefylline as a valuable preventive approach for the clinical management of patients undergoing cisplatin treatment.

## Introduction

Cisplatin is a potent antineoplastic agent that is widely used in the treatment of various solid cancers such as lung, ovarian, and testicular cancers as well as HPV^+^ squamous carcinoma (1, 2). The antitumor action of cisplatin requires its intracellular bioactivation by the replacement of chlorides with water molecules, forming a highly reactive molecule that binds to DNA and induces cytotoxic lesions in tumors (3). However, the unwanted accumulation of cisplatin in healthy cells can also trigger cytotoxicity. Indeed, the clinical use of cisplatin is restricted by various severe adverse effects, including nephrotoxicity and chemotherapy-induced peripheral neuropathy (CIPN) (4–6). In the kidney, cisplatin promotes primarily proximal tubular cell injury and death through several pathways, including apoptosis (7). The antitumor properties as well as the side effects of cisplatin are both dependent on its intracellular accumulation, which is mediated, at least in part, by membrane transporters (8). Renal toxicity of cisplatin is cumulative and dose dependent, leading to tubular lesions associated with a lower glomerular filtration rate (9, 10). Cisplatin has also been reported to induce acute renal failure in up to 35 % of patients, leading to cisplatin dose adjustments or even withdrawal, thereby adversely affecting patient outcomes (11, 12).

In clinical practice, the prevention of cisplatin-induced nephrotoxicity still largely relies on nonspecific interventions, such as saline hydration or magnesium infusion (4, 12). Similarly, CIPN is often considered a frequent but unavoidable adverse effect of cisplatin chemotherapy that should be accepted by patients (13). Therefore, there is an urgent medical need for strategies that alleviate cisplatin-induced nephrotoxicity and peripheral neuropathy, without interfering with the efficiency of cisplatin to control tumor growth.

Adenosine plays a major role in cellular and tissue homeostasis (14–16). Its physiological function relies on 4 GPCRs: A_1_, A_2A_, A_2B_, and A_3_ (17–20). Adenosine is important for several aspects of renal physiology (21, 22), and adenosine and its receptors are involved in various types of kidney injuries (23–27). In particular, the pharmacological blockade of A_1_ receptors using several antagonists, such as tonapofylline (28), 8-cyclopentyl-1,3-dipropylxanthine (29), or KW-3902 (30), has been reported to offer protection against cisplatin nephrotoxicity in rodent models. The adenosine A_2A_ receptor (A_2A_R) also controls renal pathologies of various etiologies such as ischemia-reperfusion injury (31, 32), fibrosis (26, 33), diabetic nephropathy (34), and glomerulonephritis (35). However, the role of the A_2A_R still remains unclear in the context of cisplatin-induced toxicity. In the present study, using mouse models of acute, subchronic, and cumulative chronic cisplatin administration, we serendipitously observed that istradefylline (KW6002), an A_2A_R antagonist, mitigated cisplatin-induced nephrotoxicity and pain hypersensitivity, and did not decrease, but rather potentiated, the antitumoral properties of cisplatin. Importantly, KW6002 has been FDA approved as an add-on treatment to levodopa in the treatment of patients with Parkinson’s disease with OFF episodes (36, 37). These data support the repurposing of istradefylline as a valuable preventive approach for patients undergoing cisplatin treatment.

## Results

### Cisplatin-induced nephrotoxicity is associated with renal A_2A_R upregulation in mice.

Mice treated with cisplatin either acutely (acute A model: a single dose of 10 mg/kg; Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI152924DS1) or subchronically (subchronic [SC] model: 3 mg/kg for 6 days; Supplemental Figure 1B) exhibited marked renal dysfunction, as shown by increased blood urea nitrogen (BUN) levels (Figure 1, A and J) as well as severe histological lesions (Figure 1, B–D and K–M), including the presence of necrotic cells and tubular casts. Accordingly, mRNA levels of 2 renal injury markers, neutrophil gelatinase–associated lipocalin (*NGAL*) and kidney injury molecule 1 (*KIM1*), were significantly increased (Figure 1, E, F, N, and O). Cisplatin nephrotoxicity was associated with an inflammatory response and apoptosis, as indicated by the increased mRNA expression of *Il6* and *Tnfa* (Figure 1, G, H, P, and Q) and the enhanced Bcl2-associated X/B cell lymphoma 2 (*Bax/Bcl2*) ratio (Figure 1, I and R), as previously described (38).

Interestingly, we observed that cisplatin promoted the upregulation of A_2A_R (Figure 2, A–C). Immunofluorescence showed that, the A_2A_R was expressed in renal cells, and especially in epithelial tubular cells (Figure 2C). Furthermore, A_2A_R levels were significantly correlated with BUN levels (*r^2^* = 0.63, *P* < 0.0001) as well as with *NGAL* (*r^2^* = 0.71, *P* < 0.0001) and *KIM1* (*r^2^* = 0.69, *P* < 0.0001) expression (Figure 2, D–F). These data suggest that A_2A_R dysregulation might be associated with the pathological processes underlying cisplatin-induced nephrotoxicity.

### A_2A_R antagonism alleviates cisplatin-induced toxicity in vivo.

To assess whether A_2A_R function is involved in cisplatin-induced renal injury, we evaluated the impact of the FDA-approved selective A_2A_R antagonist istradefylline (KW6002) in both acute (A) and subchronic (SC) models of cisplatin-induced kidney toxicity (Supplemental Figure 1, C and D). While not significantly impacting kidney histology (Figure 3, B and I), KW6002 mitigated renal dysfunction induced by cisplatin, as shown by the significant reduction in BUN levels (A model: –42.9% ± 7.4%; SC model: –70.2% ± 5.1% vs. cisplatin; Figure 3, A and H), *NGAL* (A: –55.5% ± 5.9%; SC: –82.9% ± 1.4% vs. cisplatin; Figure 3, C and J), and *KIM1* (A: –95.2% ± 0.7%; SC: –79.5% ± 3.8% vs. cisplatin; Figure 3, D and K). KW6002 treatment also significantly reduced renal inflammation, as exemplified by the expression of *Tnfa* and *Il6* (Figure 3, E, F, L, and M) and other proinflammatory markers (Supplemental Table 1) as well as reduced apoptosis (Figure 3, G and N). Moreover, KW6002 also alleviated cisplatin-induced nephrotoxicity, as evidenced by reduced BUN levels as well as *NGAL* and *KIM1* expression levels (Supplemental Figure 2), in a cumulative model of cisplatin toxicity (Supplemental Figure 1E).

### Transcriptomic signature is associated with the protective effect of KW6002 on cisplatin-induced renal injury.

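Kidney RNA from 22 mice of the subchronic protocol was sequenced: 5 vehicle-treated mice, 6 mice given KW6002, 5 given cisplatin, and 6 given cisplatin plus KW6002. Cisplatin was injected at 3 mg/kg/day on 6 occasions, KW6002 was given at 3 mg/kg/day from day -5 to day 7, and kidneys were taken on day 8, 72 hours after the last cisplatin injection. The authors prepared stranded mRNA libraries, sequenced single reads of 50 bases, mapped them to the mouse genome build mm10, kept uniquely aligned reads, and deposited the number of reads counted on each Ensembl gene, without normalization. Whether the strand of a read was used in counting is not stated in the paper's text. Totals ran from 26471762 to 40510754 counts per mouse, with medians of 31739661 in the vehicle group, 30199812 in the KW6002 group, 34311202 in the cisplatin group, and 31604187 in the co-treated group. Of the genes listed, 17131 had enough counts to be tested, and they held 99.9% of all counts. Log2 fold changes and p-values came from a single edgeR quasi-likelihood fit to the 22 libraries with TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called differentially expressed at an adjusted p below 0.01 with a log2 fold change beyond 1 in either direction. Single genes picked out by name, and gene families, were read at an adjusted p below 0.05. Expression is given as TMM-normalized counts in relation to the library total (CPM), and positions refer to mm10. The spread between mice of a group corresponded to a biological coefficient of variation of 0.129. The sample labels carry mouse numbers in the 300s for 3 vehicle and 3 KW6002 mice and in the 500s for the other 16 mice, so the vehicle and KW6002 groups hold both number series, and the cisplatin and co-treated groups hold only the later one.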

To gain insights into the in vivo molecular events underlying the beneficial effects of A_2A_R antagonism in the injured kidney, we used an RNA-Seq transcriptomic approach in the subchronic protocol. 

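In a principal component analysis of log2 CPM over the 17131 tested genes, the first component held 64.8% of the variance and the second held 11.6%. Along the first component the mean score was -61.0 ± 2.56 (SD, n = 5) for vehicle, -56.7 ± 2.62 (SD, n = 6) for KW6002, 89.3 ± 8.28 (SD, n = 5) for cisplatin, and 33.1 ± 7.46 (SD, n = 6) for cisplatin plus KW6002. The co-treated mice scored from 20.4 to 42.6 and the cisplatin-treated mice from 76.4 to 99.3, so that no mouse of either group lay within the range of the other. On the second component the co-treated group had a mean score of 38.4 ± 9.88 and the cisplatin group a mean of -28.5 ± 5.65, on either side of the vehicle group (-11.6 ± 12.5) and the KW6002 group (-4.98 ± 8.39). The share on the first component moved most when each gene was scaled to unit variance, to 45.5%.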

Principal component analysis (PCA) of the experimental groups (*n* = 5–6 per group) is shown in Figure 4A. 

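Between cisplatin-treated and vehicle-treated mice, 4137 of the tested genes (24.1%) were called, 2069 higher and 2068 lower with cisplatin. For 94.0% of the called genes, every cisplatin library lay on the same side of every vehicle library, an overlap that the choice of these genes itself limits. The count moved most when each gene was tested against a log2 fold change of 1 in place of a threshold on the estimate, to 2393 genes. With scaling by library size alone the median log2 fold change of all genes was 0.20 in this comparison and 0.16 between co-treated and vehicle mice, and 62.6% of the 4352 genes then called with cisplatin were higher.

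Among the called genes with an average log2 CPM of at least 3 and no overlap between groups, Lcn2, Gsta1, and Havcr1 rose most. Lcn2 (ENSMUSG00000026822), which encodes NGAL and lies on chromosome 2 from 32384633 to 32388252, measured 3.90 ± 0.638 (SD, n = 5) CPM with vehicle and 1240.2 ± 398 (SD, n = 5) CPM with cisplatin, a log2 fold change of 8.31 (standard error 0.33, adjusted p = 1.32e-15). Cisplatin replicate 5 was the lowest of its group for Lcn2, at 539.5 CPM. Havcr1 (ENSMUSG00000040405), which encodes KIM1, lies on chromosome 11 from 46735080 to 46779578 and went from 2.10 ± 0.549 to 583 ± 95.5 CPM, a log2 fold change of 8.11 (standard error 0.40, adjusted p = 4.27e-14). For Gsta1 (ENSMUSG00000074183) the log2 fold change was 8.22 (standard error 0.34, adjusted p = 3.20e-15), although reads shared with its close paralogs are left out of uniquely aligned counts, and cisplatin replicate 5 was again the lowest of its group. The largest falls were in haemoglobin genes, which are red blood cell RNA and whose near-identical copies limit unique alignment in the same way. Hbb-bt (ENSMUSG00000073940) had at most 2 counts in any cisplatin library and was at least 242-fold lower than with vehicle, and Hba-a1 (ENSMUSG00000069919), also at most 2 counts, was at least 362-fold lower. Hbb-bs (ENSMUSG00000052305) had between 1 and 5 counts with cisplatin against 1153 to 6007 with vehicle, a log2 fold change of -10.43 (standard error 0.80, adjusted p = 6.84e-11). With co-treatment these genes stayed low, at 1 to 9 counts for Hbb-bs, 0 to 2 for Hbb-bt, and 0 to 4 for Hba-a1.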

Cisplatin had a profound impact on the kidney transcriptome, affecting the expression of 4,649 genes (adjusted *P* < 0.01, log_2_ fold change ± 1), with 2,350 of these genes being upregulated and 2,299 downregulated (Figure 4, B and C). 

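Against vehicle, 2300 genes were called in mice given cisplatin plus KW6002, 999 higher and 1301 lower. With scaling by library size alone the majority turned, and 56.5% of the 2347 genes then called were higher. Compared with cisplatin alone, the number of called genes fell by 44.4%, and with the test against a log2 fold change of 1 it fell by 62.4%. Of the genes called in at least one of these comparisons with vehicle, 1852 were called in both, 2285 only with cisplatin alone, and 448 only with co-treatment. The shared genes changed in the same direction in 1839 cases and in opposite directions in 13. Both comparisons use the same vehicle libraries, and in 20 simulated data sets without any treatment effect this sharing alone gave a median correlation of 0.552 across genes. In these data sets 0 genes were called in both comparisons. How the sharing affects the overlap of real changes was not measured.

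Over the 4137 genes called with cisplatin, the median share of the log2 change that remained with co-treatment was 55.5% (interquartile range 35.9 to 75.1%), the slope of the change with co-treatment on the change with cisplatin was 0.60, and 91.8% of the genes had a smaller change with co-treatment. In 20 simulated data sets with the same cisplatin effect and no KW6002 effect, the median share remaining was 99.0% (range 98.7 to 99.3%), and 54.4% of the genes had a smaller change. A direct comparison of the co-treated mice with the cisplatin-treated mice called 1766 genes, 796 higher and 970 lower with KW6002. With the test against a log2 fold change of 1, 481 genes passed, 267 higher and 214 lower.

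**Figure D1:**
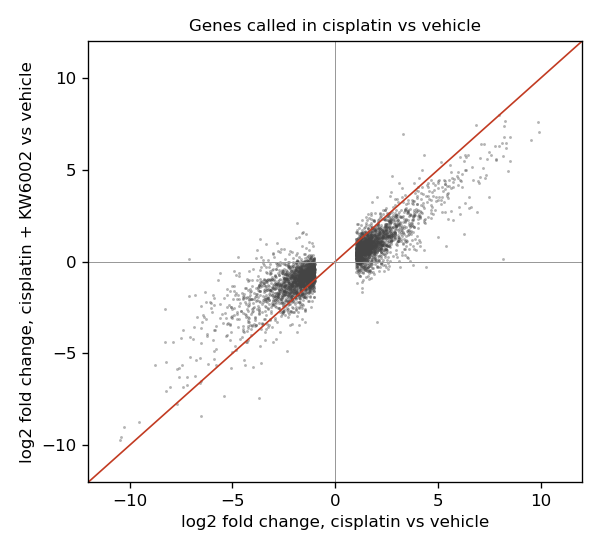
Log2 fold change with cisplatin plus KW6002 against vehicle (vertical axis) and with cisplatin against vehicle (horizontal axis) for the 4137 genes called with cisplatin. Each point is a gene and the red line marks equal change, and the slope over the called genes was 0.60.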

Interestingly, KW6002 reduced by approximately 50% the transcriptomic changes induced by cisplatin (Figure 4, B and C).

Among the 2,350 genes upregulated by cisplatin, 811 (~34%) were normalized by KW6002 coadministration (Figure 4, D and E), whereas KW6002 had almost no effect on the control mice (Figure 4C). 

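Of the 2069 genes called higher with cisplatin, 743 were called lower when KW6002 was added (35.9%, 95% Wilson interval 33.9 to 38.0%, counting error only). These comparisons share the cisplatin libraries, and in the simulated data sets without a KW6002 effect 0 genes were called between them, which leaves no overlap to measure. With co-treatment, 491 of the 743 genes (66.1%) were no longer called against vehicle. The count moved most with the test against a log2 fold change of 1, to 165 genes.

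Slpi and Flnc were among the genes with the largest falls. Slpi (ENSMUSG00000017002, chromosome 2 from 164354070 to 164389095), within which the annotation also places Mir7678, went from 42.2 ± 26.4 (SD, n = 5) CPM with cisplatin to 1.57 ± 0.595 (SD, n = 6) CPM with co-treatment, a log2 fold change of -4.73 (standard error 0.51, adjusted p = 7.32e-08). Flnc (ENSMUSG00000068699, chromosome 6 from 29433256 to 29461883) went from 55.1 ± 23.0 to 4.27 ± 1.11 CPM, with a log2 fold change of -3.69 (standard error 0.24, adjusted p = 4.30e-11). Lcn2 changed by -2.10 (standard error 0.22, adjusted p = 6.04e-08) and Havcr1 by -1.65 (standard error 0.27, adjusted p = 1.75e-05) on the same scale, and both stayed far above vehicle, with log2 fold changes of 6.21 and 6.45.

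Between KW6002-treated and vehicle-treated mice, 0 genes were called, while 1930 genes (11.3%) had an unadjusted p below 0.05. Across the other settings the count went up to 5, reached with DESeq2 in place of edgeR, where Akr1b3, Sgk1, Cry1, and Mchr1 were higher with KW6002 and Lrrc39 was lower. With the label series as a covariate 4 genes were called, 3 higher and 1 lower, and with only the mice numbered in the 500s 1 gene was. Leaving out vehicle replicate 3 gave 2 genes, and leaving out vehicle replicate 5 gave 1. In the edgeR fit 3 genes, named here after their values were seen, had an adjusted p below 0.05 with smaller changes: Tsku at a log2 fold change of 0.64 (adjusted p = 6.75e-04), Per2 at 0.63 (adjusted p = 0.0159), and Psmd5 at 0.21 (adjusted p = 0.0464). A test of the difference between the KW6002 effect with cisplatin and the KW6002 effect without it called 1469 genes. Of these, 727 had a positive and 742 a negative difference. Tested against a log2 difference of 1, 261 genes passed, 192 with a positive and 69 with a negative difference.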

Functional enrichment analyses performed using DAVID (Database for Annotation, Visualization, and Integrated Discovery) (https://david.ncifcrf.gov) showed that these 811 genes were notably associated with cell adhesion and proliferation (Figure 4F). 

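The gene sets behind the enrichment analysis were not used here, so 14 gene families defined by symbol were tested with camera at a preset inter-gene correlation of 0.01 in 3 comparisons, and p-values were adjusted over the 42 tests. Medians of log2 fold changes are given for each family. Cell adhesion genes (55 integrins, cadherins, and related genes) had a median of 0.67 with cisplatin (adjusted p = 0.00796), and -0.40 when KW6002 was added (adjusted p = 7.71e-04). Extracellular matrix genes (59 genes) had a median of 0.61 (adjusted p = 0.0155) and then -0.82 (adjusted p = 5.89e-06). The rise of the matrix family with cisplatin was no longer past the threshold with library size scaling, with the label series as a covariate, or with only the mice numbered in the 500s. For mitosis genes (56 genes), taken for proliferation, the median was 0.93 (adjusted p = 0.00329) and then -1.29 (adjusted p = 5.59e-11), and 37 of them were called lower with co-treatment than with cisplatin. These directions held under each scaling.

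In all, 23 of the 42 tests passed. With the rotation test fry, 26 passed. With the inter-gene correlation estimated from the data, 3 passed, which were apoptosis genes with cisplatin and with KW6002 added to it, and p53 targets with cisplatin. Counting the real grouping as one split, 25 of 100 splits of the cisplatin and vehicle mice gave at least as many families as it did, as did 12 of 100 splits of the co-treated and cisplatin mice. The other splits keep part of the treatment difference, since groups of these sizes cannot be divided evenly. In KW6002 against vehicle, 2 families passed, cell adhesion with a median of 0.05 (adjusted p = 0.0380) and organic ion transporters with 0.11 (adjusted p = 0.00228), and neither passed under fry. Without any single one of vehicle replicates 3 and 5 or KW6002 replicates 1, 3, and 6, adhesion genes did not pass in that comparison.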

Unsupervised gene set enrichment analysis (GSEA) of pathways downregulated by KW6002 in the kidney of cisplatin-treated animals further indicated that A_2A_R antagonism reduced kidney apoptosis (normalized enrichment score [NES] < –5; FDR < 1.73 × 10^–5^; Supplemental Table 2).

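The family of caspases, BCL2 relatives, and death receptors (48 genes) had a median log2 fold change of 0.60 with cisplatin (adjusted p = 9.02e-09, camera) and of -0.36 with KW6002 added (adjusted p = 7.26e-05). With co-treatment, 31 of these genes were lower than with cisplatin and 6 were higher at an adjusted p below 0.05 in edgeR. For 31 targets of p53 the medians were 2.55 with cisplatin (adjusted p = 3.12e-37) and -0.42 with KW6002 added (adjusted p = 2.74e-05). Of the 25 p53 targets called higher with cisplatin, 20 were not called lower with co-treatment, and of the 48 apoptosis genes only 1 was called lower. At an adjusted p below 0.05 in edgeR, 20 of the 31 p53 targets were lower with co-treatment than with cisplatin and 1 was higher. Bax (ENSMUSG00000003873, chromosome 7 from 45461697 to 45466898) rose with cisplatin by 1.58 on the log2 scale (standard error 0.07, adjusted p = 6.71e-15), from 26.6 ± 1.77 (SD, n = 5) to 79.3 ± 2.61 (SD, n = 5) CPM, and was higher again with co-treatment, at 92.4 ± 11.0 (SD, n = 6) CPM, a further change of 0.22 (standard error 0.06, adjusted p = 0.00560). That further change was 0.18 with a covariate for fat genes, a setting chosen after the data were seen, and no longer passed the threshold. Bcl2 (ENSMUSG00000057329, chromosome 1 from 106538178 to 106714274), which overlaps Gm37053 on the same strand and D630008O14Rik on the other, had a log2 fold change of -0.39 (standard error 0.08, adjusted p = 8.15e-05) with cisplatin, which did not pass with library size scaling, and of -0.06 (standard error 0.07, adjusted p = 0.513) with KW6002 added.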

Among the 2,299 genes downregulated by cisplatin, 635 (~27%) were normalized by KW6002 cotreatment (Figure 4, G and H), and these genes were mainly associated with redox balance and transport processes (Figure 4I). 

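Among the 2068 genes called lower with cisplatin, 650 were called higher when KW6002 was added (31.4%, 95% Wilson interval 29.5 to 33.5%). With co-treatment, 396 of the 650 genes (60.9%) were no longer called against vehicle. Tested against a log2 fold change of 1, 235 genes passed in both comparisons. Gm4450 (ENSMUSG00000090817, chromosome 3 from 98445675 to 98457126), which Gm43190 overlaps on the same strand and Zfp697 on the other, went from 0.193 ± 0.128 (SD, n = 5) CPM with cisplatin to 7.28 ± 1.76 (SD, n = 6) CPM with co-treatment, a log2 fold change of 5.22 (standard error 0.25, adjusted p = 4.97e-13). Acmsd (ENSMUSG00000026348, chromosome 1 from 127729413 to 127767978), overlapped by 2900009J06Rik on the other strand, went from 5.55 ± 3.16 to 118 ± 23.3 CPM, against 168 ± 28.8 (SD, n = 5) CPM with vehicle, where replicate 3 was the lowest of its group. Its log2 fold change with KW6002 added was 4.41 (standard error 0.29, adjusted p = 5.51e-11). Gm16010 (ENSMUSG00000085541, chromosome 9 from 97015966 to 97022043), which overlaps Spsb4 on the other strand, rose by 4.31 (standard error 0.25, adjusted p = 8.94e-12), to a level above vehicle by 0.95 (standard error 0.21, adjusted p = 3.76e-04). The 31 organic ion transporters of the SLC22 and SLCO families had a median log2 fold change of -1.19 with cisplatin (adjusted p = 1.05e-04, camera) and of 0.39 with KW6002 added (adjusted p = 8.61e-04), and 12 of them were called higher and 2 lower with co-treatment than with cisplatin.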

Unsupervised GSEA analysis of pathways upregulated by KW6002 in the kidneys of cisplatin-treated animals confirmed the strong impact of A_2A_R antagonism on redox balance and metabolic processes (NES >5; FDR < 1.25 × 10^–5^; Supplemental Table 2). 

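For redox and metabolic genes, 113 oxidoreductases had a median log2 fold change of -0.55 with cisplatin (adjusted p = 0.00276, camera) and of 0.24 when KW6002 was added (adjusted p = 8.61e-04), and 27 of them were called higher and 7 lower with co-treatment. Genes of the mitochondrial inner membrane (138 genes) had medians of -0.33 (adjusted p = 6.65e-05) and 0.18 (adjusted p = 8.61e-04) in the same comparisons, with 74 genes higher and 18 lower with co-treatment at an adjusted p below 0.05 in edgeR. Genes of cholesterol synthesis (25 genes) had a median of -0.60 with cisplatin (adjusted p = 1.34e-04) and of 0.85 with KW6002 added (adjusted p = 2.17e-11), where 23 of the 25 genes were higher. The 23 antioxidant enzymes did not pass in either comparison, with a median of -0.15 with cisplatin (adjusted p = 0.659), which turned to 0.07 with library size scaling, and of 0.04 with KW6002 added (adjusted p = 0.977), which turned to -0.02 with the same scaling.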

We additionally used Ingenuity Pathway Analysis (IPA) to predict molecular and cellular functions, toxicological features, or upstream regulators affected by cisplatin that were normalized by KW6002 cotreatment. Our analysis of these 635 KW6002-modulated genes identified networks and canonical pathways involved in kidney damage (Supplemental Figure 3, A and B and Supplemental Tables 3 and 4) and lipid metabolism (particularly fatty acid metabolism; Supplemental Figure 3C and Supplemental Tables 3 and 4), suggesting that the genes in these networks were specifically associated with the protective effects of KW6002 in cisplatin-treated kidneys. 

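Supplemental Tables 3 and 4 list the molecules behind these functions, and their changes were read from the same libraries, so the values describe the lists and are not independent evidence for them. Of the 48 molecules listed for fatty acid metabolism, 43 were tested, and 39 were called both lower with cisplatin and higher with KW6002 added. Their median log2 fold change was -2.48 with cisplatin and 1.53 with KW6002 added, and with co-treatment the median stayed -0.92 from vehicle. For damage of kidney, 16 of the 19 listed molecules were tested and all 16 were called in both directions, with medians of -2.55 and 1.53. For failure of kidney, 19 of 20 were tested and all 19 were called, with medians of -2.63 and 1.797. Tested against a log2 fold change of 1, 18 genes of the fatty acid list, 6 of the damage list, and 8 of the failure list passed in both comparisons. Outside the paper's lists, 31 genes of fatty acid oxidation chosen by symbol had a median of -0.18 with cisplatin (adjusted p = 0.292, camera), which turned to 0.04 with library size scaling, and of -0.12 with KW6002 added (adjusted p = 0.123). With cisplatin plus KW6002 replicate 6 left out, the latter was -0.18 and passed (adjusted p = 0.0238, with a range of 0.0238 to 0.793 over all settings). This family also passed in that comparison with the rotation test fry.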

Finally, we performed upstream analysis of KW6002-modulated genes and identified several crucial upstream regulators such as hepatocyte nuclear factor 1 A isoform (HNF1A), LIM homeobox protein 1 (LHX1), and synuclein (SNCA), which are known to affect kidney functions and/or lipid homeostasis (Supplemental Table 5).

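Supplemental Table 5 lists 23 target molecules for LHX1, of which 20 were tested and all 20 were called both lower with cisplatin and higher with KW6002 added. Their median log2 fold changes were -3.01 with cisplatin and 1.65 with KW6002 added. Like the other lists, this one was drawn from the same libraries. The regulator itself, Lhx1 (ENSMUSG00000018698, chromosome 11 from 84518284 to 84525535), went from 35.7 ± 2.55 (SD, n = 5) CPM with vehicle to 13.4 ± 1.30 (SD, n = 5) CPM with cisplatin and 17.8 ± 1.84 (SD, n = 6) CPM with co-treatment, the last step a log2 fold change of 0.41 (standard error 0.10, adjusted p = 0.00135).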

The above-mentioned KW6002-regulated pathways uncovered by RNA-Seq analysis were confirmed by additional in vitro and in vivo analyses. First, using a human proximal tubular epithelial cell line (RPTEC/hTERT1), we found that KW6002 concentration-dependently reduced cisplatin-induced cell death (Figure 5A), in particular by inhibiting cisplatin-induced apoptosis (Figure 5, B–F) as well as DNA damage (Figure 5G). Furthermore, cisplatin-induced lipid accumulation was significantly reduced by KW6002 in both RPTEC/hTERT1 cells (Figure 5, H and I) and kidney samples (Figure 5, J and K). Finally, KW6002 normalized the cisplatin-induced increase in the expression of 2 master regulators of oxidative stress — *Nrf2* and *HO1* — both in vivo (Figure 5, L and M) and in vitro (Figure 5, N and O) as well as the decrease in catalase activity (Figure 5P).

### Effect of KW6002 in tumor-bearing mice.

From a clinical perspective, it was crucial to determine whether KW6002 preserved kidney function after cisplatin exposure without, at minima, compromising its antitumoral efficacy. To address this question, we first used the syngeneic LLC1 lung cancer mouse model (39). Subcutaneous LLC1 tumors were induced in C57BL6/J mice, which were then treated with cisplatin, KW6002, or both (Supplemental Figure 1F). In this model, we could then simultaneously gauge whether KW6002 modulated the effects of cisplatin toward kidney injury and tumorigenicity. We observed that the ability of KW6002 to protect from cisplatin-induced kidney injury was preserved in tumor-bearing mice (Figure 6, A–E). Importantly, KW6002 did not compromise the antitumoral response to cisplatin in this model (Figure 6F). Moreover, we conducted a whole-transcriptome analysis to decipher potential molecular changes occurring in tumors in response to cisplatin and/or KW6002. The PCA (*n* = 5 per group) results are shown in Figure 6G. Compared with vehicle-treated mice, KW6002 did not modulate gene expression in tumors (data not shown). Compared with vehicle-treated mice, cotreatment of mice with cisplatin and KW6002 changed the expression levels of 3,923 genes (adjusted *P* < 0.05, log_2_ fold change ± 0.32), while cisplatin alone altered the transcription of 1,801 genes. Therefore, the impact of cisplatin on the tumor cell transcriptome was enhanced in the presence of KW6002 (Figure 6H). Among the 2,497 (of 3,923) genes selectively modulated by cisplatin and KW6002 cotreatment versus vehicle, 1,016 genes were downregulated, and their annotation particularly referred to chemokine and cytokine responses, the cell cycle, as well as DNA repair and replication (Figure 6I and Supplemental Figure 4). Unsupervised GSEA analysis of pathways upregulated by KW6002 in LLC1 tumors of cisplatin-treated animals also suggested the effect of A_2A_R antagonism on DNA repair and replication (NES < –4; FDR < 3.04 × 10^–5^; Supplemental Table 6). Using IPA, we further identified the most significant diseases, molecular and cellular functions, and biological networks related to these 1,016 genes that were specifically downregulated by KW6002 upon cisplatin cotreatment. The altered gene expression patterns were particularly related to cancer (Supplemental Table 7), with biological gene networks linked, for example, to “cancer, hematological disease, immunological disease” or “cancer, cardiovascular disease, DNA replication, recombination, and repair” (Supplemental Table 8).

In agreement with this pathway analysis, in vitro studies performed using 2 cancerous cell lines (LLC1 and H1975) confirmed that KW6002 did not impede the antitumoral effect of cisplatin in terms of apoptosis (Figure 7, A and C–E), DNA damage (Figure 7, B, F, and G), and the cell cycle (Figure 7, H–J). Of note, KW6002 even potentiated the efficacy of cisplatin (Figure 7, A, B, E, G, J–L), with a particular effect on cisplatin-induced DNA damage, as evidenced by the increased number of H2AX^+^ cells observed both in vitro in LLC1 and H1975 cells (Figure 7, B and G) as well as in vivo in the LLC1 syngeneic model (Figure 7, K and L).

### KW6002 limits renal accumulation of cisplatin.

To understand how KW6002 alleviates cisplatin-induced nephrotoxicity while preserving the ability of cisplatin to control tumor growth, we quantified platinum levels both in vitro and in vivo. Platin accumulated in cisplatin-treated renal RPTEC/hTERT1 and cancer H1975 cells (Figure 8, A and E). KW6002 significantly reduced platin accumulation in RPTEC/hTERT1 cells but not in H1975 cells (Figure 8, A and E). Consistently, in KW6002-treated mice, we found that cisplatin accumulation was lowered in the kidney, while it remained unchanged in the tumors (Figure 8, B and F). This observed discrepancy between renal and cancer cells led us to evaluate the efflux ability of renal RPTEC/hTERT1 and cancer H1975 cells by flow cytometry. While efflux was significantly reduced by KW6002 in cancer cells in response to cisplatin (Figure 8G), it was strongly enhanced by KW6002 in cisplatin-treated RPTEC/hTERT1 cells (Figure 8C). Such a differential effect of KW6002 on cisplatin accumulation and efflux in kidneys and tumors might be explained by different expression profiles of genes involved in export across the plasma membrane. Indeed, RNA-Seq experiments indicated that the expression of several efflux transporters remained unchanged in tumors (Figure 8H), while it was significantly increased by KW6002 in kidney (Figure 8D), including the transporters multidrug and toxin extrusion 1 (MATE1, also known as Slc47a1) and Abcc2, whose modulation was validated by quantitative PCR (insets in Figure 8D).

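Of the 22 export genes in Figure 8D, 16 had enough counts to be tested in kidney, and no library had more than 15 counts of any of the other 6. The name export genes follows the paper's annotation of this list. Its discussion gives MATE1 and ABCC2 as the main transporters in cisplatin efflux. Which of the listed genes move cisplatin, and in which direction, was not tested here. Between co-treated and cisplatin-treated mice, 12 of the 16 genes had an adjusted p below 0.05 in edgeR, all of them higher with KW6002, and 13 passed when adjusted over the list alone, which is not independent evidence where genes were chosen on these libraries. Of all 17131 tested genes, 9564 had an adjusted p below 0.05 in this comparison, in either direction. Cisplatin itself had lowered 9 of the 12 genes and raised 2 at an adjusted p below 0.05. Proximal tubule markers also fell with cisplatin and rose with KW6002 added, with median log2 fold changes of -2.92 and 1.34 (22 genes). Whether the export genes changed apart from such a general shift was not tested. In 11 of the 12 genes, the KW6002 effect differed between mice with and without cisplatin at the same level. Without cisplatin, 0 of the 16 genes passed in KW6002 against vehicle, and 2 had an unadjusted p below 0.05. The legend of Figure 8D names mice of the LLC1 syngeneic model, and the values here are from the 22 kidney libraries of the subchronic protocol. The log2 ratios taken from that panel did not differ from those of these libraries for any tested gene. They were 2.2 and 2.18 for Slc22a18, and 0.1 and 0.12 for Slc4a4. The panel may therefore show these libraries, which the legend does not state.

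Slc22a18 (ENSMUSG00000000154, chromosome 7 from 143473736 to 143499334) measured 546 ± 14.7 (SD, n = 5) CPM with vehicle, 78.4 ± 16.7 (SD, n = 5) CPM with cisplatin, and 356 ± 39.9 (SD, n = 6) CPM with co-treatment, a log2 fold change with KW6002 added of 2.18 (standard error 0.10, adjusted p = 5.90e-13). For Atp4a (ENSMUSG00000005553, chromosome 7 from 30712209 to 30725534) this change was 1.797 (standard error 0.14, adjusted p = 5.21e-10), and cisplatin plus KW6002 replicate 6 was the highest of its group for both genes. Slc8a1 (ENSMUSG00000054640, chromosome 17 from 81373105 to 81738377) changed by 1.36 (standard error 0.13, adjusted p = 1.94e-08). Slc47a1 (ENSMUSG00000010122, chromosome 11 from 61343401 to 61378345), which encodes MATE1, fell from 777 ± 19.4 CPM with vehicle to 211 ± 31.3 CPM with cisplatin, where replicate 5 was the highest of its group, and reached 469 ± 41.4 CPM with co-treatment, a log2 fold change of 1.15 (standard error 0.08, adjusted p = 6.81e-11). Abcc2 (ENSMUSG00000025194, chromosome 19 from 43782192 to 43840740) rose with cisplatin from 639 ± 45.1 to 1114 ± 113 CPM and further to 1516 ± 227 CPM with co-treatment, where the second step was a log2 fold change of 0.45 (standard error 0.10, adjusted p = 6.14e-04).

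The other genes past the threshold were Abcb1a, Kcnk5, Oscp1, Slc22a2, Kcne1, Abca1, and Atp2b1, with log2 fold changes from 0.32 for Atp2b1 to 0.98 for Abcb1a. Gm42686 overlaps Abcb1a and Rpl28-ps3 overlaps Oscp1, each on the other strand. KW6002 replicate 2 was the highest of its group for Oscp1, and KW6002 replicate 6 for Slc22a2. Abca1 (0.40, adjusted p = 0.0373) no longer passed with library size scaling or in 7 of the 22 fits that each left out one mouse, those without cisplatin replicate 2, 3, or 4 or without cisplatin plus KW6002 replicate 1, 3, 4, or 5. Rgs9 (0.56, adjusted p = 0.0552) passed in fits of only the 2 groups compared, with the label series as a covariate, with only the mice numbered in the 500s, and in 5 of the 22 fits, those without vehicle replicate 1 or 5, KW6002 replicate 1, or cisplatin plus KW6002 replicate 1 or 2. Kcne3 (0.63, adjusted p = 0.234), which Gm34821 overlaps on the other strand, Slc47a2 (0.19, adjusted p = 0.649), and Slc4a4 (0.12, adjusted p = 0.336) did not pass.

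**Figure D2:**
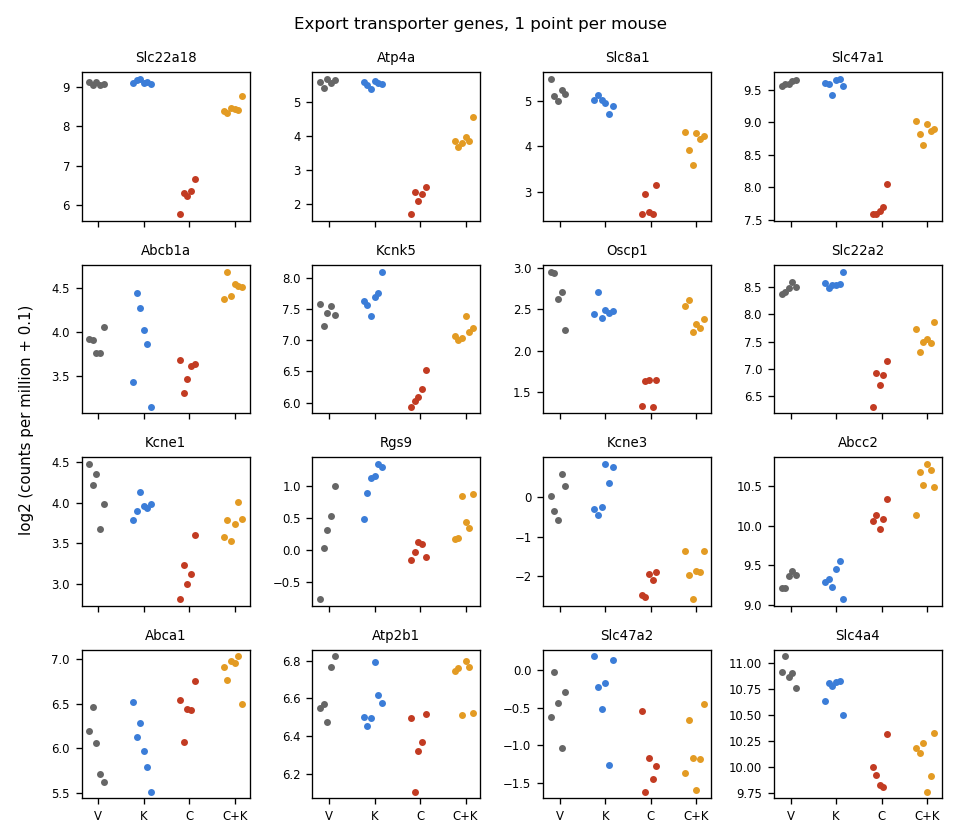
Expression of the 16 tested export genes in each kidney library, as log2 of CPM plus 0.1, by treatment group (V for vehicle, K for KW6002, C for cisplatin, and C+K for both). Each point is 1 mouse, and 12 of the 16 genes were higher with cisplatin plus KW6002 than with cisplatin at an adjusted p below 0.05.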

### A_2A_R antagonism limits cisplatin-induced pain hypersensitivity.

Another important limitation in the therapeutic use of cisplatin is the occurrence of CIPN, in particular, pain hypersensitivity (40, 41). To evaluate whether KW6002 also alleviates cisplatin-induced pain hypersensitivity and the associated burst of proinflammatory cytokines in the dorsal root ganglion (DRG) and spinal cord, we treated mice with cisplatin and KW6002 as described above (Supplemental Figure 1D). We found that treatment with KW6002 significantly mitigated pain hypersensitivity (Figure 9A) and reversed the upregulation in the DRG of *Il1b* and *Ccl2* (Figure 9, B and C), 2 cytokines known to contribute to CIPN (42, 43). We observed that other inflammatory mediators, upregulated by cisplatin and decreased by KW6002, overlapped between the DRG and kidney (Supplemental Table 1). To further understand the effect of KW6002 on cisplatin-induced pain hypersensitivity, we performed, at different time points of cisplatin intoxication, a time-course evaluation of pain sensitivity following KW6002 injection. We found that KW6002 did not show an acute analgesic effect but rather a cumulative and persistent effect (Figure 9, D–G). These data support the idea that, in addition to alleviating nephrotoxicity, KW6002 can also mitigate cisplatin-induced peripheral neuropathy.

### A_2A_R antagonism protects against cisplatin-induced nephrotoxicity and CIPN, while enhancing tumor growth control in a syngeneic model of HPV^+^ squamous carcinoma.

We validated the nephro- and neuroprotective effects of KW6002 in a tumoral context using an additional cancer mouse model (44). Subcutaneous mEERL cells were injected into C57Bl6/J mice, which were then treated with cisplatin alone or in combination with KW6002, as indicated in Supplemental Figure 1G. KW6002 administration in tumor-bearing mice limited indicators of renal toxicity (KIM-1, Figure 10A) and expression of the inflammatory cytokines *Tnf* and *Il6* (Figure 10, B and C) induced by cisplatin. KW6002 also alleviated cisplatin-induced pain hypersensitivity in this model (Figure 10D). Finally, KW6002 significantly potentiated tumor control by cisplatin (Figure 10E). Overall, using this additional model with a different cancer etiology, the nephroprotective effect, the reduction of pain hypersensitivity, and the potentiation of tumor control were replicated, highlighting the promising therapeutic potential of A_2A_R inhibition.

## Discussion

Cisplatin-induced nephrotoxicity and peripheral neuropathy remain serious adverse effects, affecting approximately one-third of exposed patients (12, 13). Identifying targets to alleviate such toxicities without lessening tumor control by cisplatin is therefore a major clinical challenge. Moreover, an optimal therapeutic solution would ideally act synergistically with cisplatin to promote cancer regression, while protecting kidney and sensory functions. In the present study, we provided evidence that administration of the A_2A_R antagonist istradefylline (KW6002) efficiently and reproducibly prevented the nephrotoxicity and pain hypersensitivity that are induced by single or repeated administration of cisplatin in mice. These beneficial effects were observed while the tumor growth control properties of cisplatin were preserved.

Our targeted and nontargeted (RNA-Seq) experiments indicated that cisplatin affects renal function by promoting cell death via multiple pathways including those for the inflammatory response, redox balance, intracellular lipid accumulation, transport impairment and apoptotic induction (45–47). Treatment with KW6002 probably alleviated the latter, as shown in vivo but also in vitro using the renal proximal tubule epithelial cell/hTERT1 (RPTEC/hTERT1) cell line. The effects of KW6002 on lipids and oxidation are of particular interest. Indeed, fatty acid metabolism represents an essential energy resource for the production of ATP in renal tubules (48, 49). According to recent reports, impaired fatty acid oxidation, which ultimately causes lipid accumulation and PTEC injury, plays a key role in the process of cisplatin nephrotoxicity (49, 50). Cisplatin is highly reactive toward nucleophilic substances such as glutathione (GSH), cysteines, or methionines, which are metabolically activated to form reactive thiols (3, 51). Accumulation of cisplatin in the mitochondria of tubular epithelial cells then increases the levels of ROS and decreases the levels of antioxidant components such as catalase, GSH, and superoxide dismutase (45, 52), leading to oxidative stress–related damage and death of proximal tubule epithelial cells (53, 54). The effect of KW6002 on the renal redox balance is therefore of particular importance and in line with previous studies showing that A_2A_R antagonists can counteract oxidative stress in different cell types and tissues (55, 56).

Our data also suggest that the nephroprotective effect of KW6002 additionally relied on its ability to limit platinum accumulation in the kidney. Platinum accumulation is consistently associated with the upregulation of ABCC2 and MATE-1, the main transporters previously identified to be involved in cisplatin efflux (8). In line with this, upregulation of MATE-1 has been shown to increase the efflux of cisplatin from renal cells (57), while genetic deletion of MATE-1 exacerbates cisplatin nephrotoxicity in mice (58). How KW6002 regulates efflux transporter expression remains unclear; however, A_2A_R activation was previously reported to decrease the expression and function of P-glycoprotein (also known as ABCB1), a member of the same family as ABCC2, leading to the accumulation of P-glycoprotein substrates in the mouse brain (59). The localization of A_2A_R in kidney-resident cells and especially in epithelial tubular cells of cisplatin-treated animals and the fact that KW6002 limits the accumulation of cisplatin in the RPTEC/hTERT1 proximal tubular epithelial cell line in vitro are in favor of a direct effect of KW6002 on the A_2A_R on tubular cells. Similarly, the local production of TNF-α by renal parenchymal cells is likely contributing to cisplatin-induced nephrotoxicity (60). However, we cannot rule out the possibility that KW6002 might exert its beneficial effect by modulating A_2A_Rs located on inflammatory cells, as supported by the reduced expression of *Tnf* and *Il6*. Extracellular adenosine has been indeed shown to be important for the regulation of immune cell activation in the kidney, in particular in the context of renal ischemia; however, activation rather than blockade of A_2A_R signaling is acknowledged for its immunosuppressive effect (31, 32, 61).

In addition to its nephroprotective effects, KW6002 also alleviated cisplatin-induced pain hypersensitivity, a common sign of CIPN (41), by reducing the expression of proinflammatory and proalgesic cytokines in the DRG. Whether the mechanisms underlying KW6002 actions in the DRG are similar to those in the kidney will be the focus of future studies. Further studies should also clarify if A_2A_R antagonists might also limit neuropathy-related side effects of other chemotherapeutic agents with different modes of action.

It is clinically highly relevant that KW6002 exerts potent effects on cisplatin-induced renal toxicity, without affecting cisplatin’s antitumoral properties. Indeed, the reduced tumor growth rate induced by cisplatin was not affected by KW6002 cotreatment in a LLC1 syngeneic model and was even enhanced in a mEERL syngeneic model. Adenosine levels are particularly elevated in the tumor microenvironment (62, 63), impairing antitumor immunity, notably through the activation of the A_2A_R present in immune cells (14, 64). Accordingly, A_2A_R antagonists are currently being explored in clinical trials as coadjuvants for autoimmune transplantation therapies for immunogenic cancers (NCT05024097, https://clinicaltrials.gov/ct2/show/NCT05024097?term=adenosine+receptor&cond=cancer&draw=2&rank=1). Interestingly, platinum-based chemotherapeutic agents have been suggested to promote an adenosine surge by cancer cells, conferring chemoresistance and further suppressing antitumor immunity (64). In this context, A_2A_ receptor blockade is currently seen as a valuable strategy to improve chemotherapy through immune-oncological effects (64, 65). Besides the impact of KW6002 on mEERL tumor control in vivo, the molecular analysis of syngeneic LLC1 tumors from animals treated with cisplatin demonstrated that cotreatment with KW6002 led to a major reduction of molecular pathways related to cancer, notably cell growth pathways, such as those for DNA replication and repair. Interestingly, IPA analysis from in vivo tumors also predicted necrosis and apoptosis to be particularly activated in tumors (*P* = 2.78 × 10^−22^), in agreement with our in vitro experiments supporting a synergic effect of cisplatin and KW6002 on both mouse (LLC1) and human (H1975) cancer cells. Moreover, in response to cisplatin, efflux was markedly reduced by KW6002 in cancer cells, thus preserving the intracellular cisplatin concentration. Taken together, our data suggest that KW6002 bolstered the antitumoral properties of cisplatin through a combined A_2A_R-mediated increase in the susceptibility of cancer cells, together with antitumor immunity. This contention is consistent with previous data highlighting that caffeine, a nonselective adenosine receptor antagonist, potentiates the antitumoral effect of cisplatin both in vitro and in vivo (66, 67).

In conclusion, our study clearly demonstrates the high efficiency of KW6002 in attenuating cisplatin-induced nephrotoxicity and peripheral neuropathy without compromising the antitumoral properties of cisplatin. Considering the safety and tolerability of the FDA-approved KW6002 (36), our data prompt its clinical repurposing in patients with cancer undergoing cisplatin chemotherapy. In addition, we describe here a molecular target that efficiently circumvented 2 major cisplatin side effects, strengthening the potential clinical value of A_2A_R pharmacological modulation.

## Methods

### Animals and treatments.

Animal experiments were adapted from previous work (68, 69). Animal procedures were performed in 8- to 10-week-old male C57Bl6/J mice (Janvier Labs except for mice used in the pain experiments, which were obtained from The Jackson Laboratory). Mice were fed a laboratory standard diet with water and food ad libitum and were kept under constant environmental conditions with a 12-hour light/12-hour dark cycle. Istradefylline (KW6002, Tocris) was dissolved in a carrier solution consisting of 15% DMSO, 15% cremophor (MilliporeSigma), and 70% saline solution (vehicle). Cisplatin (Accord Healthcare) was dissolved in saline solution. Acute cisplatin nephrotoxicity was induced following a single i.p. injection (day 0) of 10 mg/kg cisplatin. Three days after this single injection, animals were sacrificed by cervical dislocation (Supplemental Figure 1A). When KW6002 (3 mg/kg) was tested against acute cisplatin toxicity, the drug was administered daily i.p. from day –1 to day 2 (Supplemental Figure 1C). Toxicity of subchronic cisplatin was evaluated following 6 daily i.p. injections of cisplatin (3 mg/kg) starting on day 0, and mice were sacrificed 72 hours after the last injection of cisplatin (day 8; Supplemental Figure 1B). When KW6002 was tested against subchronic cisplatin toxicity, the drug was administered i.p. daily from day –5 to day 7 (Supplemental Figure 1D). When KW6002 was tested against cumulative toxicity of cisplatin, KW6002 was administrated i.p. daily from day –5 to day 28. Mice were given daily i.p. injections of cisplatin (2.3 mg/kg; day 0) for 5 days, followed by 5 days of rest before a new cycle of 5 days of i.p. injections of cisplatin (2.3 mg/kg; day 10). Mice were sacrificed 5, 9, 15, or 28 days after the first cisplatin injection (Supplemental Figure 1E).

### LLC1 in vivo tumor model.

Lewis lung cancer (LLC1) cells (CRL-1642, American Type Culture Collectin [ATCC]) were cultured in DMEM with 10% FCS and penicillin-streptomycin. LLC1 cells (10^6^ cells) in PBS/Matrigel (1:1, for a total volume of 100 μL) were injected s.c. into the right flank of the animals. Tumors were measured twice a week with calipers, and tumor volumes were estimated using the following equation: ½ (length × width^2^). When tumor volume reached 100 mm^3^, mice were randomly ascribed to1 of the 4 experimental groups (vehicle; KW6002; cisplatin; or cisplatin plus KW6002), as indicated in Supplemental Figure 1E.

### mEERL in vivo tumor model.

We used a validated murine model of HPV^+^ oropharyngeal squamous cell carcinoma as previously described (noncommercial) (44) (Supplemental Figure 1G). This model consists of oropharyngeal epithelial cells from C57Bl/6 male mice that stably express the HPV16 viral oncogenes E6 and E7, H-Ras, and luciferase (mEERL cells). mEERL cells were grown in a T75 flask until confluent, after which cells were trypsinized and harvested, washed 3 times with sterile PBS, and resuspended in 1 mL sterile PBS to the appropriate concentration. Mice were injected s.c. into the right flank with 20 μL solution containing either 1,000,000 mEERL cells or PBS (vehicle). The day of mEERL cell injection is indicated as day –14. Tumor volume was monitored using Vernier digital calipers. When the tumor volume reached 100 mm^3^, the mice were randomly ascribed to 1 of the 3 experimental groups (vehicle; cisplatin; or cisplatin plus KW6002).

### Behavioral assessment.

Mechanical pain sensitivity was assessed using von Frey filaments as previously described (70, 71). Briefly, mice were placed in transparent boxes (10 × 10 × 10 cm). After a 30-minute habituation period, von Frey filaments were applied, and the paw withdrawal threshold was calculated using the “up and down” method. Behavioral testing was performed by experimenters blinded to the treatments.

### Sample collection.

Prior to sacrifice by cervical dislocation, retro-orbital blood samples were collected in heparinized tubes and centrifuged for 10 minutes at 900*g* at room temperature. Renal function was assessed by BUN measurement using a AU480 Chemistry Analyzer (Beckman Coulter). At the time of sacrifice, kidneys or LLC1 tumors were harvested and stored in either “RNA later” solution (Thermo Fisher Scientific) or 4% neutral buffered formalin or snap-frozen in liquid nitrogen. Lumbar DRG and spinal cord tissues were quickly dissected and snap-frozen in liquid nitrogen.

### Renal histological analysis.

Formalin-fixed, paraffin-embedded sections (3 μm thick) were stained with H&E (MilliporeSigma) or periodic acid-Schiff (MilliporeSigma). Slices were scored by a nephropathologist in a blinded manner. A kidney injury score grading scale from 0 to 5 was used to assess the severity of the injury as follow: 0 = no lesions; 1 = minimal injury characterized by the occurrence of necrosis and debris; 2 = mild injury with single-cell necrosis, pyknotic cells, and apoptosis; 3 = moderate injury characterized by tubular distension, vacuolation, and some cellular debris; 4 = severe injury with occasional hyaline casts observed, patchy epithelial necrosis in all segments, and loss of epithelial lining; and 5 = very severe injury characterized by extensive tubular epithelial necrosis in all segments, loss of the epithelial layer from many tubules, widespread intraluminal cellular debris, and frequent hyaline casts particularly prominent in the medullary region (72).

### Cell cultures.

RPTECs immortalized with a pLXSN-hTERT1 retroviral vector (CRL-4031, ATCC) are a relevant in vitro model to evaluate cisplatin’s deleterious effects (73–75). Cells were cultured in DMEM with F12 medium (DMEM and Ham’s F12 Medium, Thermo Fisher Scientific) supplemented with 1% penicillin-streptomycin, 5 pmol/L triiodo-l-thyronine, 10 ng/mL recombinant human EGF, 3.5 μg/mL ascorbic acid, 5.0 μg/mL human transferrin, 5.0 μg/mL insulin, 25 ng/mL prostaglandin E1, 25 ng/mL hydrocortisone, 8.65 ng/mL sodium selenite, 0.1 mg/mL G418, and 1.2 g/L sodium bicarbonate (MilliporeSigma). Murine LLC1 cells were cultured in DMEM GlutaMAX (Thermo Fisher Scientific) containing 10% FCS and 1% penicillin-streptomycin. Human lung adenocarcinoma NCI-H1975 cells (ATCC) were cultured in RPMI GlutaMAX (Thermo Fisher Scientific) containing 10% FCS and 1% penicillin-streptomycin. Cells were cultured at 37°C in a humidified atmosphere of 5% CO_2_.

### Cell viability assay.

RPTEC/hTERT1 cells were cultured in 96-well plates (40,000 cells/well) and exposed to cisplatin (50 μM) with or without KW6002 (0.5–12.8 μM) for 48 hours. Viability was assessed using the CellTiter-Glo Luminescent Cell Viability Assay (Promega) according to the manufacturer’s recommendations.

### Caspase 3/-7 activity.

RPTEC/hTERT1 cells were cultured in 96-well plates (40,000 cells/well) and exposed to cisplatin (50 μM) with or without KW6002 (25 μM) for 48 hours. LLC1 cells were cultured in 96-well plates (10,000 cells/well), and after 24 hours, the cells were exposed for 24 hours to 2 μM cisplatin with or without 10 nM KW6002. Apoptosis was assessed in RPTEC/hTERT1 and LLC1 cell lysates and in renal tissues using the Caspase-Glo 3/7 assay (Promega) according to the manufacturer’s recommendations.

### Catalase activity.

RPTEC/hTERT1 cells were cultured in 6-well plates (250,000 cells/well) and exposed for 48 hours to cisplatin (50 μM) with or without KW6002 (25 μM). Catalase activity was assessed using the Catalase Colorimetric Activity Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions.

### Cell efflux.

The basic cell efflux function was assessed using an EFLUXX-ID Green Multidrug Resistance Assay Kit (ENZO Life Sciences). Briefly, 2.5 × 10^5^ cells/condition were collected, washed with PBS, and incubated with the EFLUXX-ID Green Detection Reagent for 30 minutes at 37°C, and then efflux was measured immediately by flow cytometry (CytoFLEX LX, Beckman Coulter). All experiments were performed in triplicate, with the measurement of 10,000 individual cells. Data were analyzed using Kaluza Analysis Software (Beckman Coulter).

### Comet assay.

Treated cells were suspended (60,000 cells/mL) in low-melt agarose (1613111, Bio-Rad) 0.5% in PBS at 42°C. The suspension was then immediately spread on a comet slide (4250-200-03, R&D Systems). Agarose was allowed to cool down for 20 minutes at 4°C. Then, cell membranes were permeabilized with a lysis solution (2.5 M NaCl, 100 mM EDTA, 10 mM Tris-HCl, 1% Triton X-100 [pH 10]) at 4°C for 1 hour. Slides were then equilibrated for 20 minutes in electrophoresis buffer (pH 12.3: 2 mM EDTA, pH adjusted to 12.3 with NaOH) at 4°C. Then, an electrophoresis field of 2.06 V/cm (98 V and approximatively 176 mA in an electrophoretic system where electrodes are 47.5 cm apart) was applied for 5 minutes at 4°C for RPTEC/hTERT1 cells, or for 3 minutes 30 seconds for H1975 cells. The electrophoretic migration was stopped by neutralizing the pH in a bath of cold water for 10 minutes. DNA was stained with SYBR Green (S7563, Invitrogen, Thermo Fisher Scientific)for 20 minutes at room temperature, according to the manufacturer’s recommendation. The slides were photographed under an Axio Imager Z1 Apotome microscope (Zeiss). The images were analyzed using an ImageJ in-home macro, in which the head (the nucleus) and tail (the DNA that migrated) of the comet were delimited to get the fluorescence intensity of the head, the fluorescence intensity of the tail, and the length of the tail. The calculation of tail moments was done using the following formula: (length of the comet tail × fluorescence intensity of the tail)/total fluorescence intensity (head + tail).

### Oil Red staining.

Frozen kidney mouse sections (10 μm) were fixed with ethanol (60%) and then incubated for 15 minutes with Oil Red O Solution (Fisher Biotec) dissolved in isopropanol. After several washes with ddH_2_O, samples were incubated for 3 minutes with hematoxylin. Lipid droplets were stained red, whereas nuclei appeared blue. RPTEC/hTERT1 cells were grown on coverslips in 24-well plates (75,000 cells/well) and exposed for 48 hours to cisplatin (50 μM) with or without 25 μM KW6002. RPTEC/hTERT1 cells were fixed with ethanol (60%) and then incubated for 15 minutes with Oil Red O Solution (Merck). The cells were washed 3 times with ddH_2_O and incubated for 3 minutes with hematoxylin. Coverslips were rinsed with H_2_0 before mounting on microscope slides using glycerol gelatin aqueous slide mounting medium (MilliporeSigma). Quantification was performed in a blinded manner using ImageJ software (NIH). Briefly, images were captured under light microscopy at ×400 magnification and processed using color deconvolution with RGB vectors. The resulting red color images were quantified using a custom threshold (0.173 for RPTEC/hTERT1 cells and 0.140 for kidney stainings).

### Immunofluorescence (cells).

LLC1 cells were cultured in Lab-tek (15,000 cells/well), and after 24 hours, the cells were exposed to cisplatin (2 μM) with or without 10 nM KW6002 for 6 hours. H1975 cells were cultured in Lab-tek (15,000 cells/well), and after 24 hours, the cells were exposed for 6 hours to cisplatin (50 μM) with or without 10 nM KW6002. Cells were fixed with 4% paraformaldehyde, permeabilized with DPBS/0.1% Triton X-100, and incubated first with anti-γH2AX (Ser139) antibody (1:400; no. 9718, Cell Signaling Technology) and then with an Alexa Fluor 488 secondary antibody (1:200; Life Technologies, Thermo Fisher Scientific). Samples were examined on an immunofluorescence microscope (Leica DMI8), and γH2AX nuclear foci were counted.

### Immunofluorescence (tissues).

Paraffin-embedded sections (3 μm thick) were deparaffinized with xylene and rehydrated in successive ethanol dilutions. Then, antigen retrieval was done by incubation in sub-boiling 10 mM sodium citrate buffer. Tissues were permeabilized in a 0.4% Triton X-100 solution, and nonspecific binding was blocked with a 5% BSA solution in TBS for 2 hours. Sections were then incubated overnight with an anti-γH2AX antibodies (1:50; no. 9718, Cell Signaling Technology). After washing, the secondary antibody (A10042) was incubated for 45 minutes at room temperature. Again, after washing, the nuclei were stained with a 300 nM DAPI solution (D1306, Life Technologies, Thermo Fisher Scientific). The slides were analyzed using a Zeiss LSM 880 confocal microscope. Quantification was performed using ImageJ.

For immunofluorescence studies in free-floating sections, mice were deeply anesthetized with pentobarbital sodium (50 mg/kg, i.p.) and then transcardially perfused with cold NaCl (0.9%) and 4% paraformaldehyde in PBS (pH 7.4). Kidneys were removed, post-fixed for 24 hours in 4% paraformaldehyde, and cryoprotected in 30% sucrose before being frozen at –40°C in isopentane (methyl-butane) and stored at –80°C. Longitudinal kidney sections (40 μm) were obtained using a Leica cryostat. Free-floating sections were stored in PBS-azide (0.2%) at 4°C. Longitudinal kidney sections were incubated with a donkey serum (D9663, MilliporeSigma) at 10% in PBS Triton X-100 (0.2%) for 1 hour and then incubated with anti-A_2A_R primary antibody (1:50; GP-Af1000, Frontiers Institute) for 72 hours at 4°C in Signal Boost (8114, Cell Signaling Technology). Alexa Fluor 568–conjugated secondary antibodies (1:500; Life Technologies, Thermo Fisher Scientific) were incubated overnight at room temperature. Lectin staining was performed by incubating sections for 1 hour at room temperature with *Lotus tetragonolobus* FITC conjugate (Vector Laboratories, FL-1321-2) diluted to 2 μg/mL in blocking medium. Sections were counterstained with DAPI (1:5,000; no. 62247, Thermo Fisher Scientific) and mounted on superfrost slides and left to dry. Then, they were covered with Vectashield Vibrance Antifade Mounting Medium (H-1700, Vector Laboratories). Images were acquired using a Zeiss LSM 710 confocal laser-scanning microscope at ×20 magnification. 3D reconstruction of confocal image stacks was performed using Imaris software (Bitplane).

### RNA extraction.

For renal, DRG, and spinal cord tissues, total RNA was extracted with phenol/chloroform and subsequently precipitated in isopropanol as described previously (76). Total RNA from cultured cells was extracted using an RNeasy Mini kit (QIAGEN) following the manufacturer’s instructions.

### RNA-Seq and analysis.

RNA-Seq libraries (*n* = 5–6/group) were generated from 500 ng total RNA using the Illumina TruSeq Stranded mRNA Library Prep Kit, version 2. Briefly, following purification with poly-T oligo attached magnetic beads, the mRNA was fragmented using divalent cations at 94°C for 2 minutes. The cleaved RNA fragments were copied into first-strand cDNA using reverse transcriptase and random primers. Strand specificity was achieved by replacing deoxythymidine triphosphate (dTTP) with deoxyuridine triphosphate (dUTP) during the second-strand cDNA synthesis by DNA polymerase I and RNase H (TruSeq Stranded mRNA, Illumina). Following the addition of a single “A” base and subsequent ligation of the adapter on double-stranded cDNA fragments, the products were purified and enriched with PCR [30 s at 98°C (10 s at 98°C, 30 s at 60°C, 30 s at 72°C) × 12 cycles; 5 min at 72°C] to create the cDNA library. Surplus PCR primers were further removed by purification using AMPure XP beads (Beckman Coulter), and the final cDNA libraries were checked for quality and quantified using capillary electrophoresis. Sequencing was performed on an Illumina HiSeq 4000 as single-end 50 base reads following Illumina’s instructions. Reads were mapped onto the mm10 assembly of the *Mus musculus* genome using STAR, version 2.5.3a (77). Only uniquely aligned reads were kept for further analyses. Quantification of gene expression was performed using HTSeq-count, version 0.6.1p1 (78), and gene annotations from Ensembl releases 90 and 102 and “union” mode. Read counts were normalized across libraries with the method proposed by Ander et al. (79). Comparisons of interest were performed using the test for differential expression proposed by Love et al. (80) and implemented in the DESeq2 Bioconductor library (version 1.16.1). The resulting *P* values were adjusted for multiple testing using the Benjamini-Hochberg method (81). RNA-Seq was performed by the Plateforme GenomEast, Institut de Génétique et de Biologie Moléculaire et Cellulaire, UMR 7104 CNRS-UdS/INSERM U964 (Illkirch). The sequencing data supporting the findings of this study have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE179247; https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE179247).

### Gene Ontology terms, STRING, and IPA.

Functional enrichment analysis was run with DAVID (Database for Annotation, Visualization and Integration Discovery; https://david-d.ncifcrf.gove/home.jsp), the STRING (Protein-Protein Interaction Networks; https://string-db.org/), or uploaded to the IPA web portal (QIAGEN; www.ingenuity.com). The data were analyzed to predict gene networks, molecular and cellular functions, canonical pathways, and upstream regulators of cisplatin and KW-modulated genes.

### GSEA analysis.

GSEA, version 4.1.0 (82, 83), was used, and a preranked analysis was run using the following settings: “No collapsing of gene symbols, the classic enrichment statistic, gene sets containing more than 500 genes and less than 50 genes were excluded from analysis” and with gene sets from Gene Ontology (GO). Genes were ranked on the basis of the values computed as follows: –10 × log_10_(*P* value) × fold change sense.

### Quantitative RT–PCR.

Reverse transcription was performed on 1 μg RNA using the High-capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific), according to the manufacturer’s instructions. Real-time PCR was performed on a StepOne device using TaqMan Gene Expression Master Mix (Thermo Fisher Scientific), according to the manufacturer’s recommendations. Expression levels of the following genes were evaluated using the comparative Ct method (2^–ΔCt^): *NGAL* (assay IDs Hs00194353_m1 and Mm01324470_m1); *KIM1* (assay IDs Hs00273334_m1 and Mm00506686_m1); *Tnfa* (assay IDs Hs00174128_m1 and Mm00443258_m1); *Il6* (assay IDs Hs00174131_m1 and Mm00446190_m1); adora2A receptor (*A2AR*, assay IDs Hs00169123_m1 and Mm00802075_m1); *Bax* (assay IDs Hs00180269_m1 and Mm00432051_m1); *Bcl2* (assay IDs Hs00608023_m1 and Mm00477631_m1); *MATE1/2* (assay IDs Hs00979028_m1/Hs00945652_m1 and assay IDs Mm00840361_m1/Mm02601002_m1); ATP-binding cassette subfamily C member 2 (*Abcc2*, assay IDs Hs00166123_m1 and Mm00496899_m1); nuclear factor erythroid–derived 2–like 2 (*NRF2*, assay IDs Hs00232352_m1 and Mm00477784_m1); heme oxygenase 1 (*HO1*, assay IDs Hs01110250_m1 and Mm00516005_m1); *Il1b* (assay ID Mm00434228_m1); chemokine (C-C motif) ligand 2 (*Ccl2*, assay ID Mm00441242_m1); selectin, platelet (*Selp*, assay ID Mm00441295_m1); complement component 3 (*C3*, assay ID Mm01232779_m1); chemokine (C-X-C motif) ligand 10 (*Cxcl10*, assay ID Mm00445235_m1); chemokine (C-X-C motif) ligand 12 (*Cxcl12*, assay ID Mm00445553_m1); *Tnf* (assay ID, Mm00443258_m1); and *Il6* (assay ID Mm00446190_m1). Transcript levels of *PPIA* (human Hs99999904_m1and mouse sample Mm02342430_m1) were used as an endogenous control.

### Renal tissue and cell concentrations of platinum.

RPTEC/hTERT1 cells were cultured in 6-well plates (250,000 cells/well) and exposed to cisplatin (50 μM) with or without KW6002 (25 μM) for 48 hours. H1975 cells were cultured in 6-well plates (150,000 cells/well) and exposed to cisplatin (20 μM) with or without KW6002 (10 nM) for 24 hours. Tissues (35 mg) and cell pellets were first mineralized with hydrochloric acid (30 % Suprapur, Merck) and nitric acid (69.5 %, Carlo Erba), respectively. Analysis of tissue samples was performed by Graphite Furnace Atomic Absorption Spectrometry (GF-AAS) using an AAnalyst 800 (Perkin Elmer), and cell sample analysis was performed by Inductively Coupled Plasma Mass Spectrometry (ICP-MS) using an ICAP-Qc (Thermo Fisher Scientific). The platinum concentration was finally normalized to the accurately measured kidney mass or to the protein concentration of the previously assessed cell lysates.

### Immunoblotting.

Cells and tissues were homogenized using RIPA buffer (MilliporeSigma) supplemented with protease and phosphatase inhibitors (Pierce, Thermo Fisher Scientific). Total protein (10 μg) was heated for 10 minutes at 70°C and loaded onto NuPAGE Novex gels (Thermo Fisher Scientific). After transferring the proteins onto nitrocellulose membranes, the membranes were blocked with 5% milk in TBS-Tween followed by incubation with anti–cleaved caspase 3 (1:1,000; no. 9661, Cell Signaling Technology); anti–cleaved PARP1 (1:1,000; no. 5625, Cell Signaling Technology); anti–cyclin D1 (1:1,000; sc-718, Santa Cruz Biotechnology); or anti-PCNA (1:1,000; no. 13110, Cell Signaling Technology) primary antibodies. Visualization of proteins was achieved using HRP-coupled secondary antibodies (1:2,000; no. 7074, Cell Signaling Technology). Signal detection was performed using the ECL Select Chemiluminescence Kit and ImageQuant LAS 4000 (both from GE Healthcare). Data were analyzed with ImageJ. Membranes were probed with anti-GAPDH (G9545, MilliporeSigma) or anti–β-actin (4970, Cell Signaling Technology) antibodies as normalizers.

### Statistics.

All data are presented as the mean ± SEM. Differences between groups were assessed using a 2-tailed Student’s *t* test, 1-way ANOVA followed by a multiple-comparison Tukey’s post hoc test, or repeated-measures 2-way ANOVA using GraphPad Prism (GraphPad Software). Differences were considered statistically significant at a *P* value of less than 0.05. The number of biologically independent experiments, sample size, *P* values, and statistical tests are all indicated in the main text or figure legends.

### Study approval.

All animal experiments were conducted in accordance with the European animal welfare regulation and US NIH guidelines on the ethical care of animals and were approved by the IACUCs of the University of Lille (protocol no. CEEA 2018101215473925) and Michigan State University.

## Author contributions

DB, GL, CC, FG, NP, and MP conceptualized the study. ED, MP, DB, CC, and GL designed the methodology. ED, KC, N Martin, N Massri, SF, JS, NB, RC, HR, CVDH, JVS, N Martin, N Massri, AL, JKF, CDS, RL, IL, MG, VGM, EF, JL, N Boukrout, N Beauval, and PM performed the experiments. ED, KC, MJ, CVDH, N Martin, N Boukrout, SLG, AG, VG, JBG, and JSA performed data analysis. GL, DB, and CC supervised the study. CC, DB, GL, JSA, and RAC wrote the original draft of the manuscript. KC, NP, CVDH, MP, LB, CA, FG, RAC, GL, DB, and CC wrote, reviewed, and edited the manuscript.

## Supplementary Material

Supplemental data

Supplemental table 1

Supplemental table 2

Supplemental table 3

Supplemental table 4

Supplemental table 5

Supplemental table 6

Supplemental table 7

Supplemental table 8

## Figures and Tables

**Figure 1:**
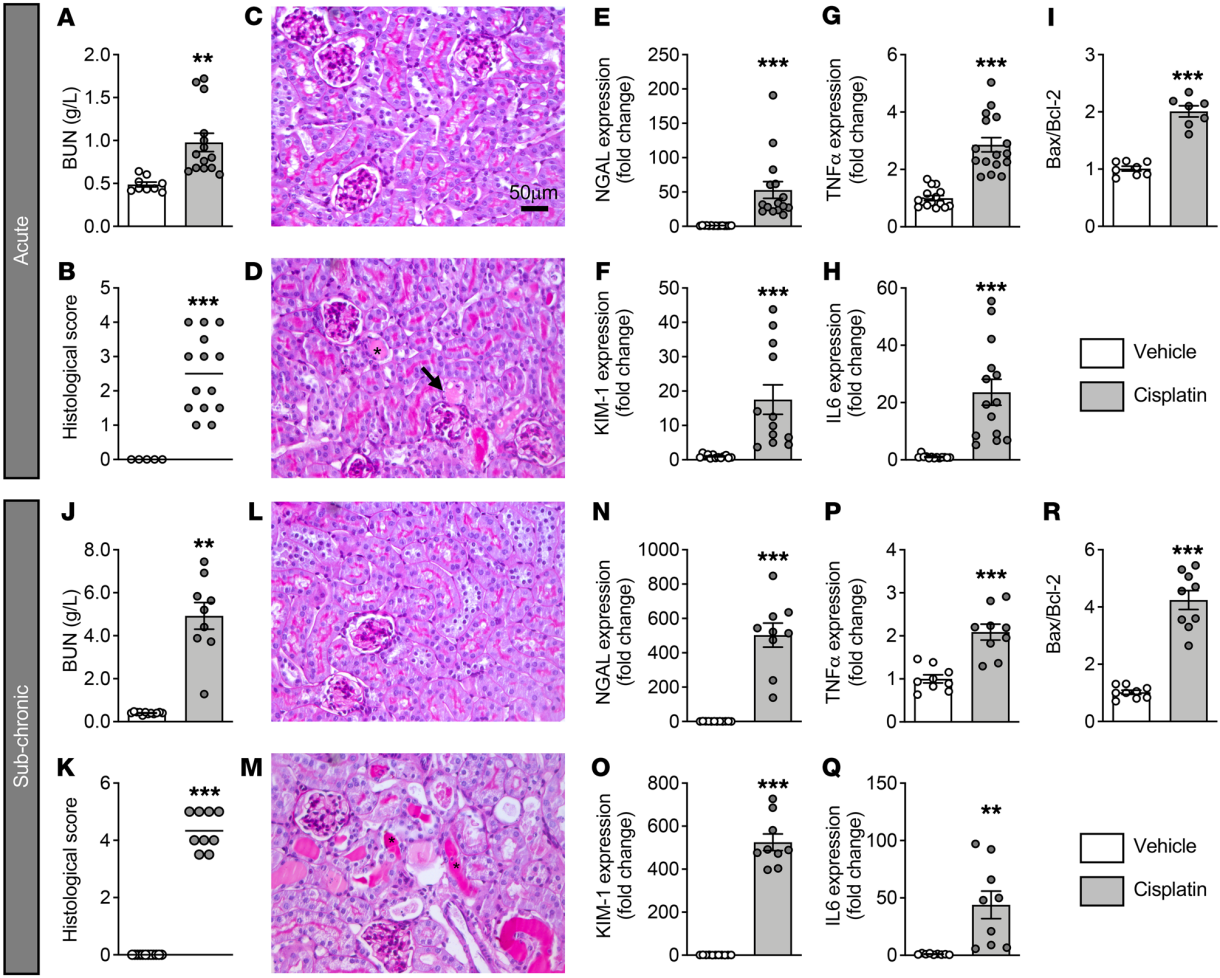
Kidney injury induced by acute and subchronic administration of cisplatin. Results in **A**–**I** correspond to kidney injury induced by acute administration of cisplatin, and results in **J**–**R** correspond to kidney injury induced by subchronic administration of cisplatin. (**A** and **J**) BUN quantification. (**B** and **K**). Renal injury histological scores. (**C**, **D**, **L**, and **M**) Representative images of periodic acid–Schiff–stained kidney sections from vehicle-treated (**C** and **L**) and cisplatin-treated (**D** and **M**) mice. Asterisks indicate tubular casts. Arrow indicates necrosis. Scale bar: 50 μm. (**E**, **F**, **N**, and **O**) Gene expression of the renal injury markers *NGAL* (**E** and **N**) and *KIM1* (**F** and **O**). Gene expression of the inflammatory markers *Tnfa* (**G** and **P**) and *Il6* (**H** and **Q**). Gene expression ratio of the apoptotic markers *Bax* and *Bcl2* (**I** and **R**). Results indicate the mean ± SEM. **P < 0.01 and ***P < 0.001; 2-tailed, unpaired Student’s *t* test (*n* = 8–16 animals/group.

**Figure 2:**
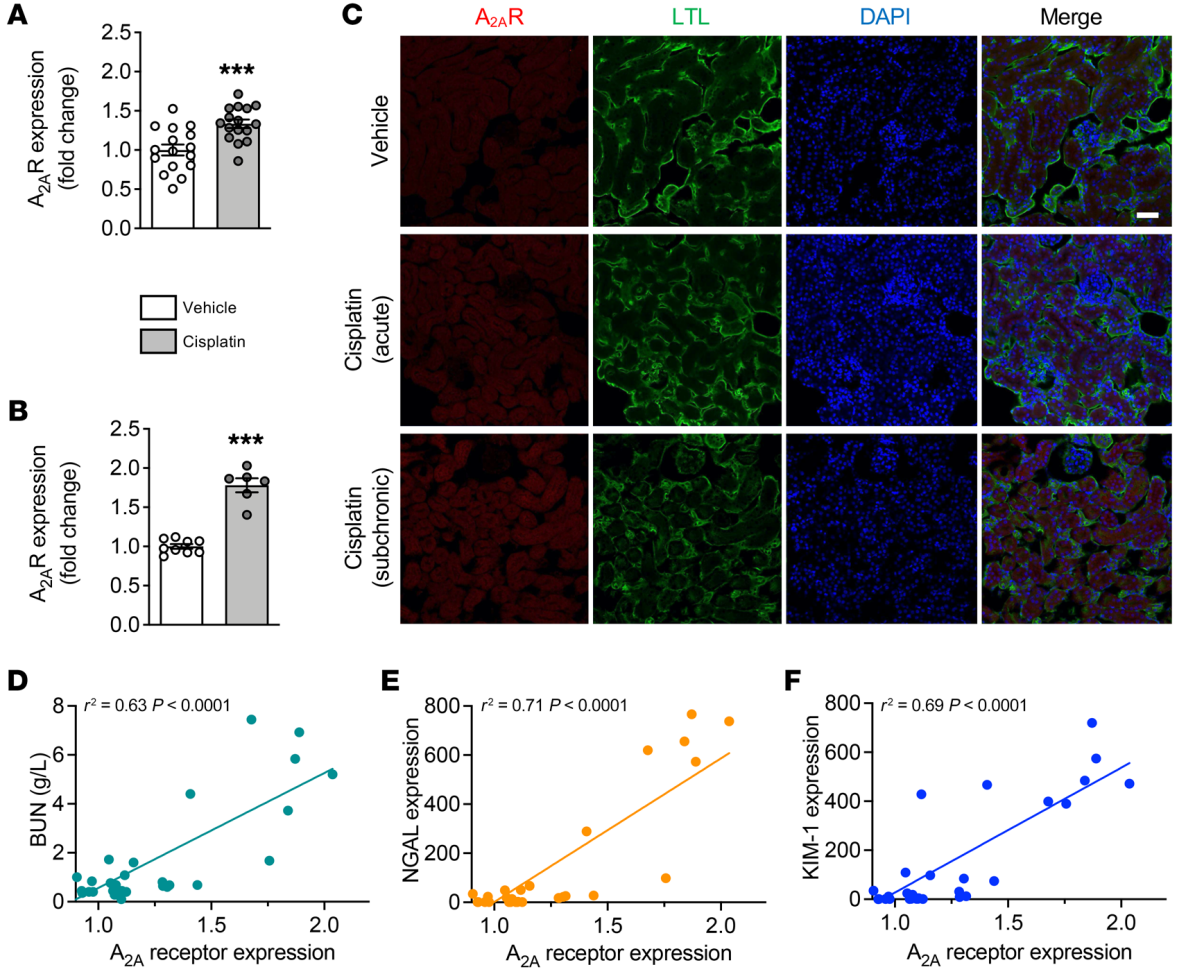
A_2A_R upregulation in acute and subchronic models of cisplatin-induced nephrotoxicity. (**A** and **B**) Renal *A_2A_R* levels following acute (**A**) or subchronic (**B**) cisplatin administration. Results are the mean ± SEM. ***P < 0.001 versus vehicle; 2-tailed, unpaired Student’s *t* test (*n* = 6–16 animals/group). (**C**) Representative images of the immunofluorescence staining for A_2A_R in renal samples from animals treated with vehicle or acute or subchronic cisplatin administration. Kidney sections were stained with the proximal tubule marker reagent *Lotus tetragonolobus* lectin (LTL). Scale bar: 50 μm. (**D**–**F**) Linear correlation between *A_2A_R* mRNA levels and the renal injury markers BUN (**D**), *NGAL* (**E**), and *KIM1* (**F**).

**Figure 3:**
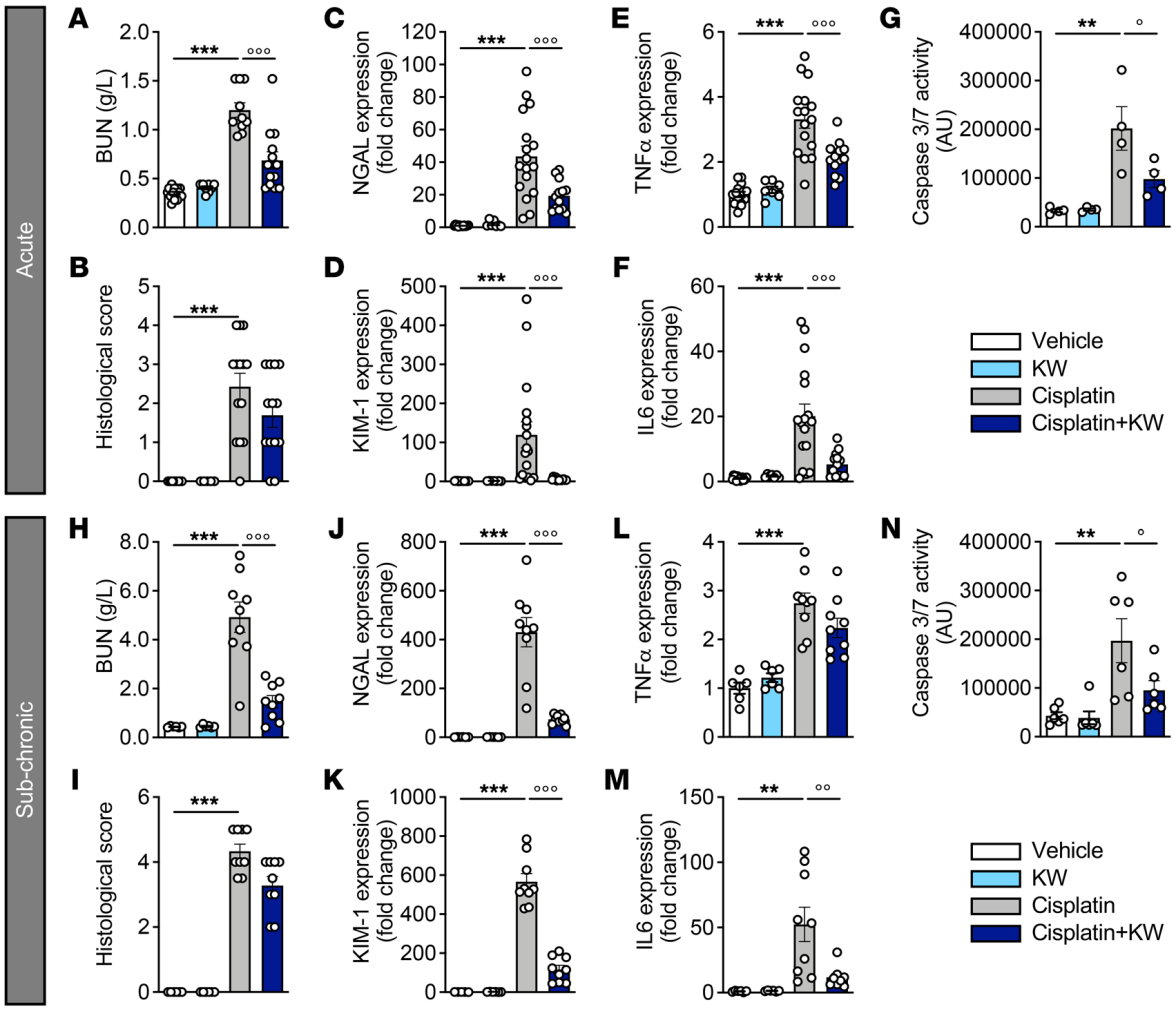
KW6002 protects against cisplatin-induced kidney injury in acute and subchronic models. Results in **A**–**G** correspond to the acute model and results in **H**–**N** to the subchronic model. (**A** and **H**) BUN quantification. (**B** and **I**) Renal injury histological scores. Gene expression of the renal injury markers *NGAL* (**C** and **J**) and *KIM1* (**D** and **K**). Gene expression of the inflammatory markers *Tnfa* (**E** and **L**) and *Il6* (**F** and **M**). Caspase 3/-7 activity (**G** and **N**). Results are the mean ± SEM. **P < 0.01 and ***P < 0.001 versus vehicle; °*P* < 0.05, °°*P* < 0.01, and °°°*P* < 0.001 versus cisplatin; 1-way ANOVA followed by Tukey’s post hoc test (*n* = 4–17 animals/group). KW, KW6002.

**Figure 4:**
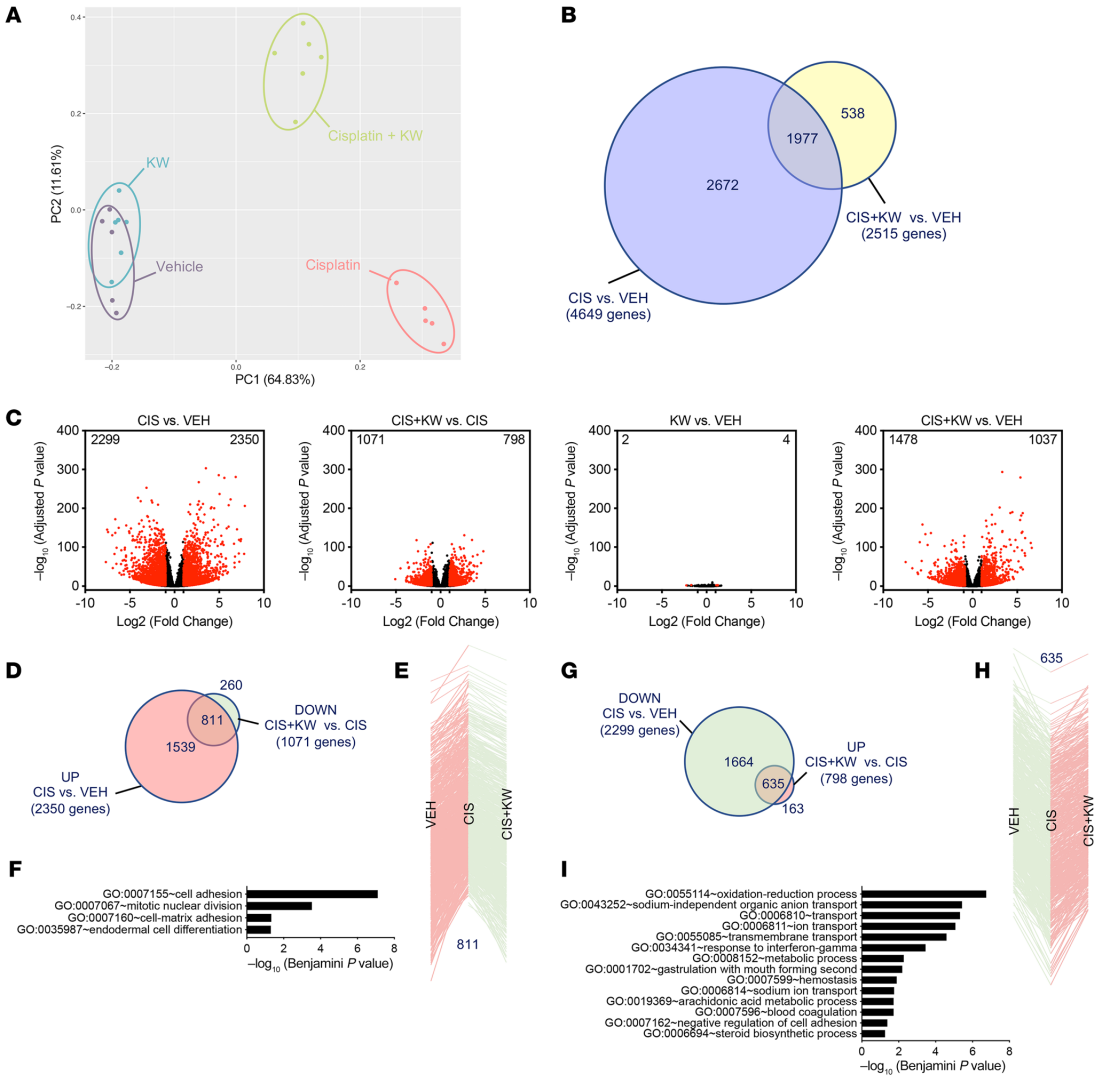
Transcriptomic analysis detailing the protective effect of KW6002 on renal toxicity induced by subchronic cisplatin administration. (**A**) PCA of kidney RNA-Seq (*n* = 5–6 per group). (**B**) Venn diagram representing the number of genes deregulated by cisplatin (CIS) alone (4,649 genes) or by KW6002 plus cisplatin (2,515 genes). (**C**) Volcano plots showing the number of renal genes significantly up- or downregulated in the different conditions. (**D**–**F**) Analysis of the 811 genes normalized by KW6002 coadministration among the 2,350 genes upregulated by cisplatin. (**D**) Venn diagram showing that a marked number of renal genes (*n* = 811) downregulated (DOWN) by KW6002 in cisplatin-treated animals overlapped with genes upregulated (UP) by cisplatin alone. (**E**) These 811 genes are represented according to their changes in expression due to treatment with cisplatin alone or with cisplatin plus KW6002. (**F**) GO enrichment analysis of the 811 genes both overexpressed following cisplatin treatment and repressed by KW6002 treatment. (**G**–**I**) Analysis of the 635 genes normalized by KW6002 coadministration among the 2,299 genes downregulated by cisplatin. (**G**) Venn diagram shows that a substantial number of renal genes (*n* = 635) upregulated by KW6002 in cisplatin-treated animals overlapped with genes downregulated by cisplatin alone. (**H**) These 635 genes are represented according to their changes in expression due to treatment with cisplatin alone or with cisplatin plus KW6002. (**I**) GO enrichment analysis of the 635 genes both overexpressed following cisplatin treatment and repressed by KW6002 treatment. VEH, vehicle.

**Figure 5:**
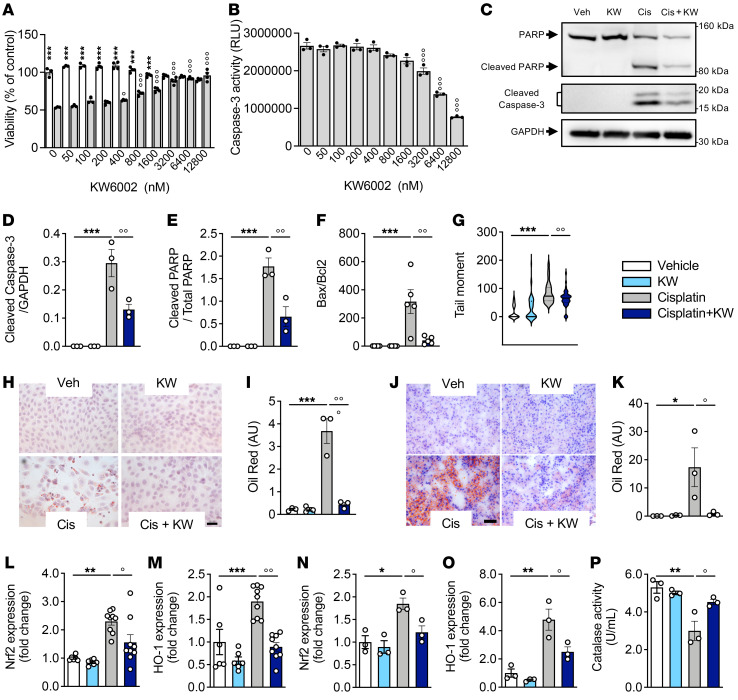
KW6002 alleviates the cisplatin-induced nephrotoxicity associated with apoptosis, lipid metabolism, and oxidative stress. (**A** and **B**) RPTEC/hTERT1 cells were coexposed to cisplatin (50 μM) and increasing concentrations of KW6002. Cell viability (**A**) and caspase 3/-7 activity (**B**) were determined 72 hours after treatment. ***P < 0.001 versus the respective cisplatin condition; °*P* < 0.01 and °°°*P* < 0.001 versus cisplatin, not treated with KW6002; 1-way ANOVA followed by Tukey’s post hoc test (*n* = 3–4/condition). (**C**–**I** and **N**–**P**) RPTEC/hTERT1 cells were exposed to cisplatin (50 μM) and/or KW6002 (25 μM). *n* = 3 independent experiments. (**C**–**E**) Representative Western blots (**C**) and quantification showing the cleavage of PARP and caspase 3 proteins (**D** and **E**). (**F**) *Bax/Bcl2* mRNA ratio. ***P < 0.001 versus vehicle; °°*P* < 0.01 versus cisplatin; 1-way ANOVA followed by Tukey’s post hoc test (*n* = 3 independent experiments). (**G**) Tail moment assessed by comet assay; 50 cells/condition were analyzed. (**H**–**K**) KW6002 attenuates cisplatin-induced renal lipid accumulation, assessed by Red Oil staining. Red color indicates lipid deposition. (**H** and **I**) Representative images of RPTEC/hTERT1 cells (scale bar: 20 μm) **(H)** and quantification (*n* = 5 randomly chosen fields/staining) (**I**). ***P < 0.001 versus vehicle; °°*P* < 0.01 versus cisplatin; 1-way ANOVA followed by Tukey’s post hoc test (*n* = 3 independent experiments). (**J** and **K**) Representative images of the subchronic cisplatin mouse model (scale bar: 200 μm) and (**K**) quantification (*n* = 8 randomly chosen fields/section) Results are the mean ± SEM. *P < 0.05 versus vehicle; °*P* < 0.05 versus cisplatin; 1-way ANOVA followed by Tukey’s post hoc test (*n* = 3 mice/group). (**L** and **M**) KW6002 attenuated cisplatin-induced oxidative stress in the subchronic cisplatin mouse model. Gene expression of *Nrf2* (**L**) and *HO1* (**M**). **P < 0.01 and ***P < 0.001 versus vehicle; °*P* < 0.05 and °°*P* < 0.01 versus cisplatin; 1-way ANOVA followed by Tukey’s post hoc test. Results are the mean ± SEM (*n* = 6–9 mice/group). (**N**–**P**) KW6002 attenuated cisplatin-induced oxidative stress in RPTEC/hTERT1 cells. (**N** and **O**) Gene expression of *Nrf2* (**N**) and *HO1* (**O**). (**P**) Catalase activity. *P < 0.05 and **P < 0.01 versus vehicle; °*P* < 0.05 versus cisplatin; 1-way ANOVA followed by Tukey’s post hoc test. Results are the mean ± SEM (*n* = 3 independent experiments).

**Figure 6:**
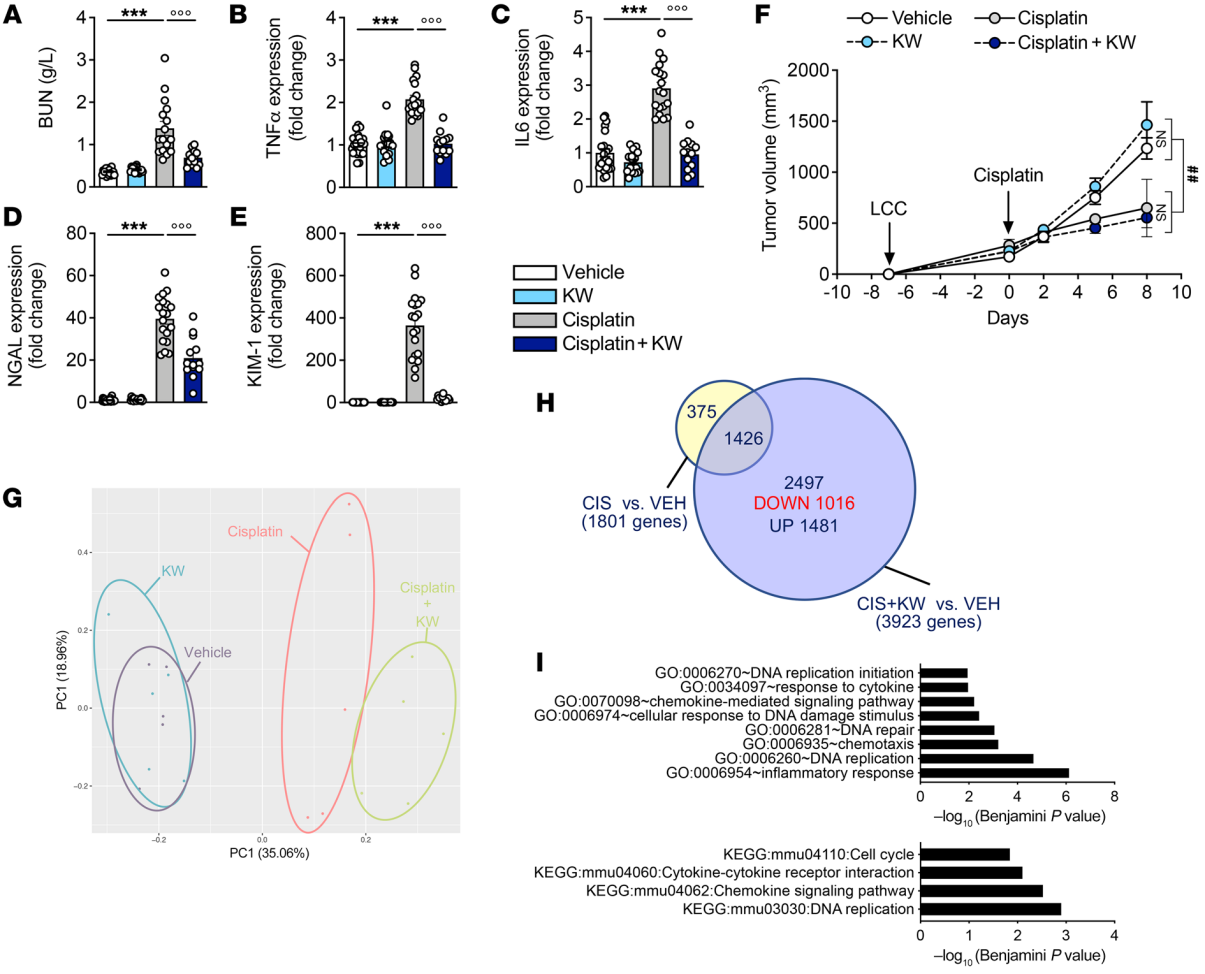
KW6002 protects against nephrotoxicity without attenuating the antitumoral properties of cisplatin in an LLC1 syngeneic in vivo mouse model. (**A**–**E**) KW6002 alleviates cisplatin-induced nephrotoxicity as estimated by BUN quantification (**A**), mRNA levels of inflammatory markers (*Tnfa* and *IL6*) (**B** and **C**), and renal injury markers (*NGAL* and *KIM1*) (**D** and **E**). (**F**) Absolute tumor sizes in the different groups of animals. Results are the mean ± SEM. ***P < 0.001 versus vehicle; °°°*P* < 0.001 versus cisplatin; 1-way ANOVA followed by Tukey’s post hoc test (*n* = 13–25 animals/group). ^##^*P* < 0.01; 2-way ANOVA (*n* = 6–10 animals per group). (**G**) PCA from tumor RNA-Seq (*n* = 5 per group). (**H**) Venn diagram representing the number of tumor genes dysregulated by cisplatin or KW6002 plus cisplatin. (**I**) GO enrichment analysis and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment of the 1,016 tumor genes downregulated by KW6002 in the cisplatin-treated condition.

**Figure 7:**
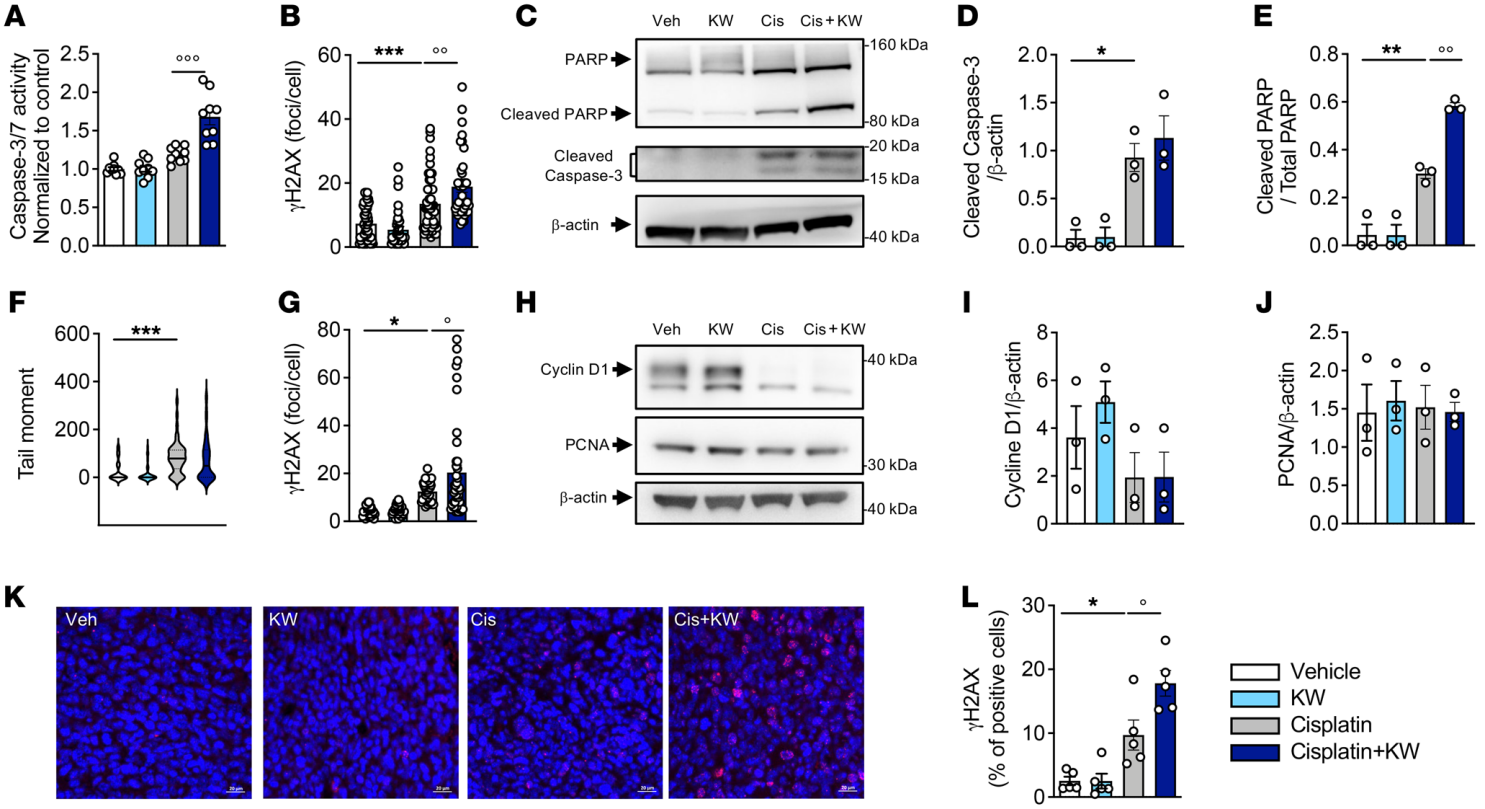
KW6002 does not interfere with the antitumoral effect of cisplatin. (**A** and **B**) LLC1 cells were exposed to 2 μM cisplatin with or without 10 nM KW6002 for 24 hours (**A**) or 6 hours (**B**). Caspase 3/-7 activity (*n* = 3 independent experiments) (**A**) and the number of γH2AX nuclear foci (*n* = 36–63 nuclei/group) (**B**) were determined. Results are the mean ± SEM. ***P < 0.001 versus vehicle; °°*P* < 0.01 and °°°*P* < 0.001 versus cisplatin; 1-way ANOVA followed by Tukey’s post hoc test. (**C**–**E**, **I**, and **J**) H1975 cells were exposed to 20 μM cisplatin with or without 10 nM KW6002 for 24 hours. Representative Western blot shows cleaved PARP and caspase 3 proteins (**C**) as well as cyclin D1 and PCNA (**H**) expression. Quantification of caspase 3 (**D**), PARP (**E**), cyclin D1 (**I**), and PCNA (**J**). *P < 0.05 and **P < 0.01 versus vehicle; °°*P* < 0.01 versus cisplatin; 1-way ANOVA followed by Tukey’s post hoc test. Results are expressed as the mean ± SEM (*n* = 3 independent experiments). (**F**) Tail moment was assessed by comet assay. A total of 50 cells per condition were analyzed. ***P < 0.001; 1-way ANOVA followed by Tukey’s post hoc test. (**G**) H1975 cells were exposed to 50 μM cisplatin with or without 10 nM KW6002 for 6 hours, and the number of γH2AX nuclear foci was counted. Results are expressed as the mean ± SEM. *P < 0.05 versus vehicle; °*P* < 0.01 versus cisplatin; 1-way ANOVA followed by Tukey’s post hoc test (*n* = 30–42 nuclei/condition). (**K** and **L**) KW6002 increased γH2AX expression in tumors from mice of the LLC1 syngeneic model. (**K**) Representative images of nuclear γH2AX staining (red) in the different experimental conditions. Scale bars: 20 μm. (**L**) Quantification of nuclear γH2AX expression. The percentage of positive cells was calculated using 5 randomly chosen fields per staining. *P < 0.05 versus vehicle; °*P* < 0.01 versus cisplatin; 1-way ANOVA followed by Tukey’s post hoc test (*n* = 5/group).

**Figure 8:**
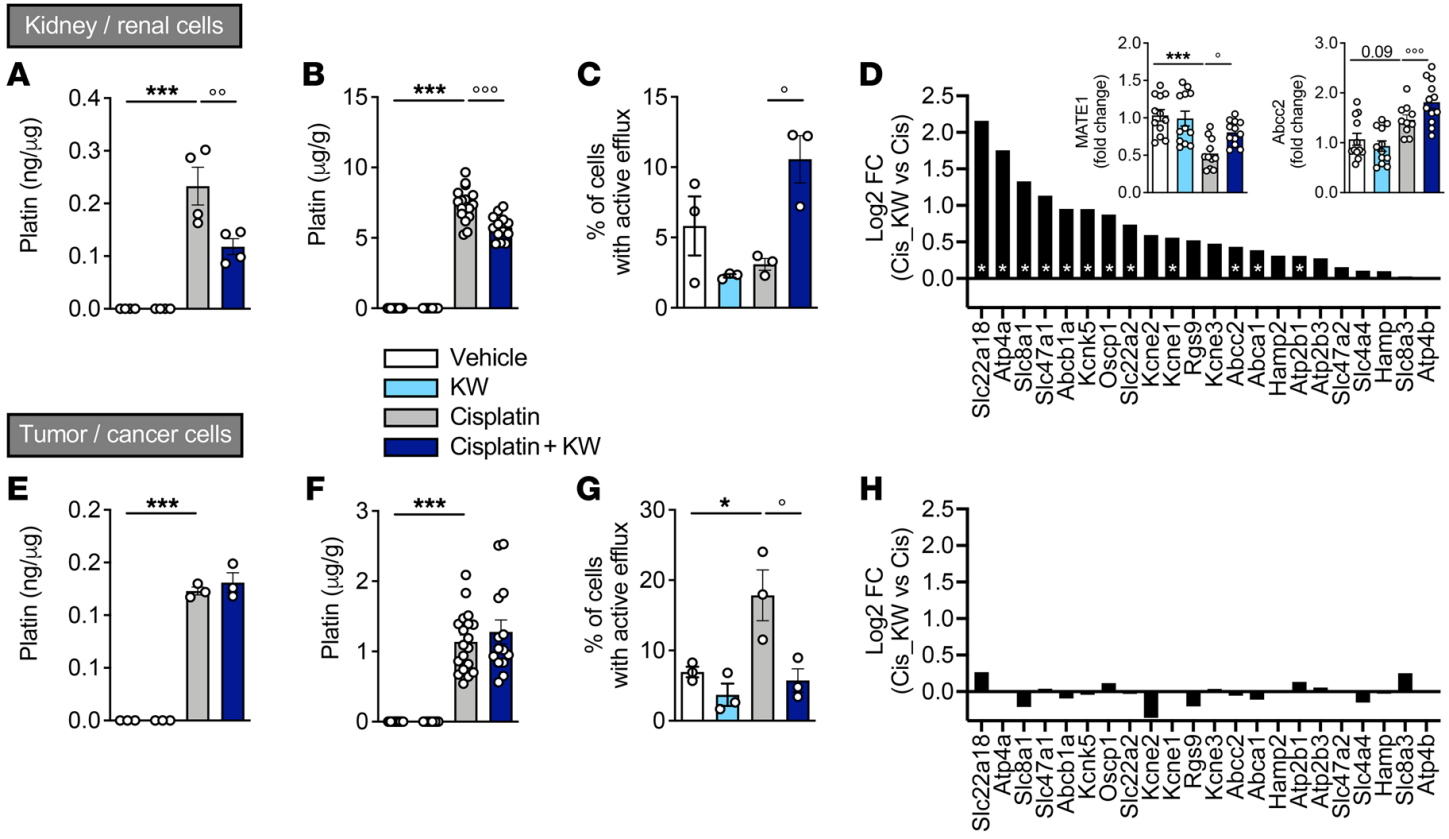
KW6002 limits cisplatin accumulation in the kidney but not in tumors. RPTEC/hTERT1 and H1975 cells were exposed to cisplatin and/or KW6002. *n* = 3 independent experiments. (**A** and **E**) Platinum quantification (ng/μg proteins) in RPTEC/hTERT1 (**A**) and H1975 (**E**) cells. ***P < 0.001 versus vehicle; °°*P* < 0.01 versus cisplatin; 1-way ANOVA followed by Tukey’s post hoc test. Results are the mean ± SEM (*n* = 3–4 independent experiments). (**B** and **F**) Platinum quantification in kidney (**B**) and tumor (**F**) samples from mice of the LLC1 syngeneic model. ***P < 0.001 versus vehicle; °°°*P* < 0.001 versus cisplatin; 1-way ANOVA followed by Tukey’s post hoc test. Results are the mean ± SEM (*n* = 12–20/group). (**C** and **G**) Active efflux in RPTEC/hTERT (**C**) and H1975 (**G**) cells. *P < 0.05 versus vehicle; °*P* < 0.05 versus cisplatin; 1-way ANOVA followed by Tukey’s post hoc test. Results are the mean ± SEM (*n* = 3 independent experiments). (**D** and **H**) Relative expression from RNA-Seq of 22 genes annotated as “export across plasma membrane” (extracted from G0: 0055085 transmembrane transport) in kidney (**D**) and tumor (**H**) samples from mice of the LLC1 syngeneic model (*n* = 5–6/group). Inserts represent the relative expression of *Mate1* and *Abcc2* evaluated by quantitative PCR in kidney samples. Results are the mean ± SEM. *P < 0.05 and ***P < 0.001 versus vehicle; °*P* < 0.05 and °°°*P* < 0.001 versus cisplatin; 1-way ANOVA followed by Tukey’s post hoc test (*n* = 10–12/group).

**Figure 9:**
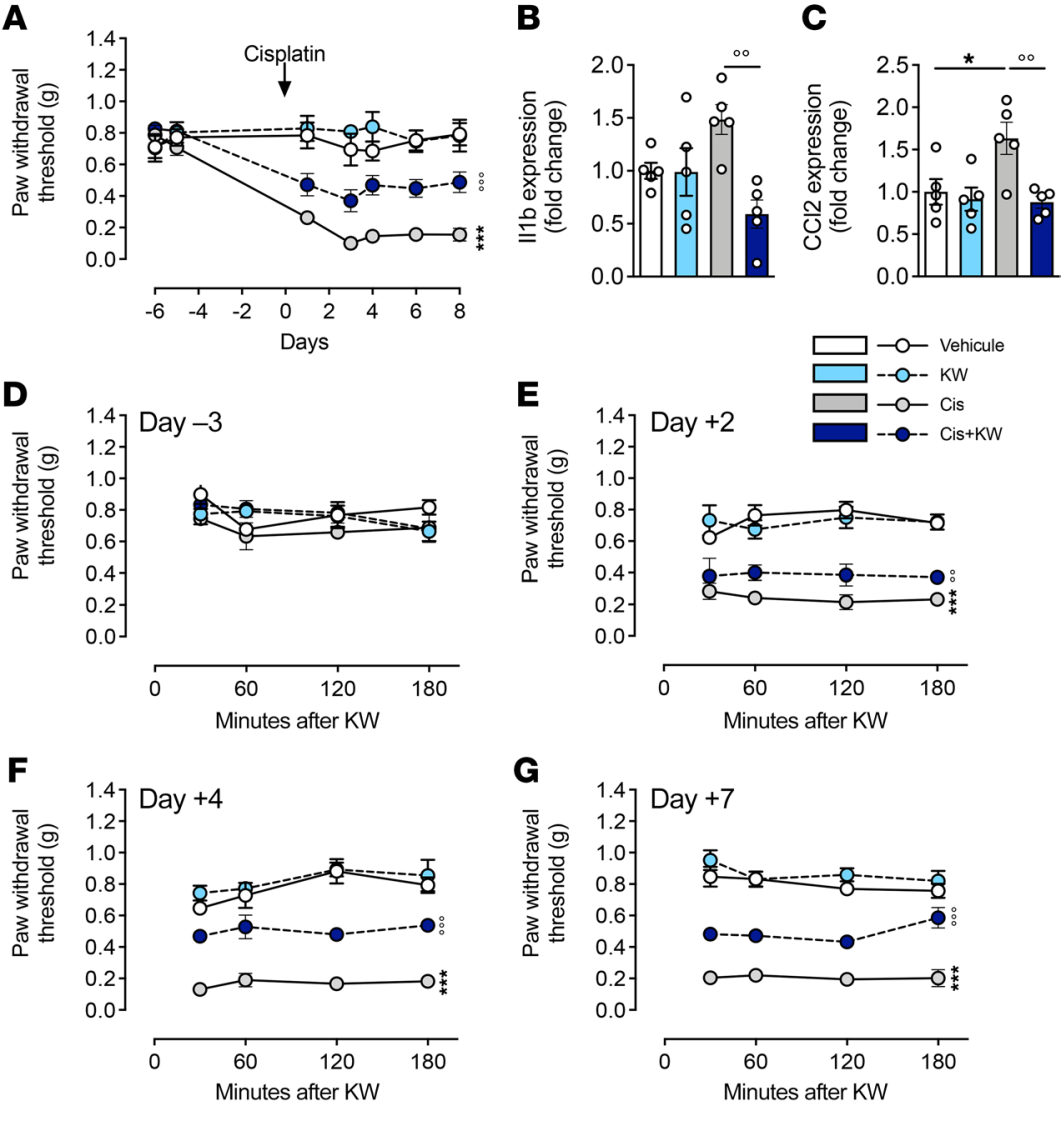
KW6002 reduces the pain hypersensitivity and cytokine upregulation induced by cisplatin. (**A**) Mechanical sensitivity measured by von Frey hairs in mice treated with cisplatin and/or KW6002 in the subchronic model described in Supplemental Figure 1D. The arrow represents cisplatin and/or PBS injection. Pain was measured 24 hours after KW6002 or vehicle injection. Data are the mean ± SEM. ***P < 0.001 versus vehicle; °°°*P* < 0.001 versus cisplatin; 2-way ANOVA (*n* = 5/group). (**B** and **C**) mRNA levels of *Il1b* (**B**) and *Ccl2* (**C**) in DRGs 8 days after the start of cisplatin treatment. Data are the mean ± SEM. *P < 0.05 versus vehicle; °°*P* < 0.01 versus cisplatin; 2-way ANOVA (*n* = 5/group). (**D**–**G**) Time-course evaluation of mechanical sensitivity in mice measured by von Frey hairs during the first 180 minutes following KW6002 administration in response to cisplatin on day –3 (D–3) (**D**), day +2 (D+2) (**E**), day +4 (**F**), and day +7 (**G**). Data are the mean ± SEM. °*P* < 0.05 versus cisplatin; 1-way ANOVA followed by Tukey’s post hoc test (*n* = 5/group).

**Figure 10:**
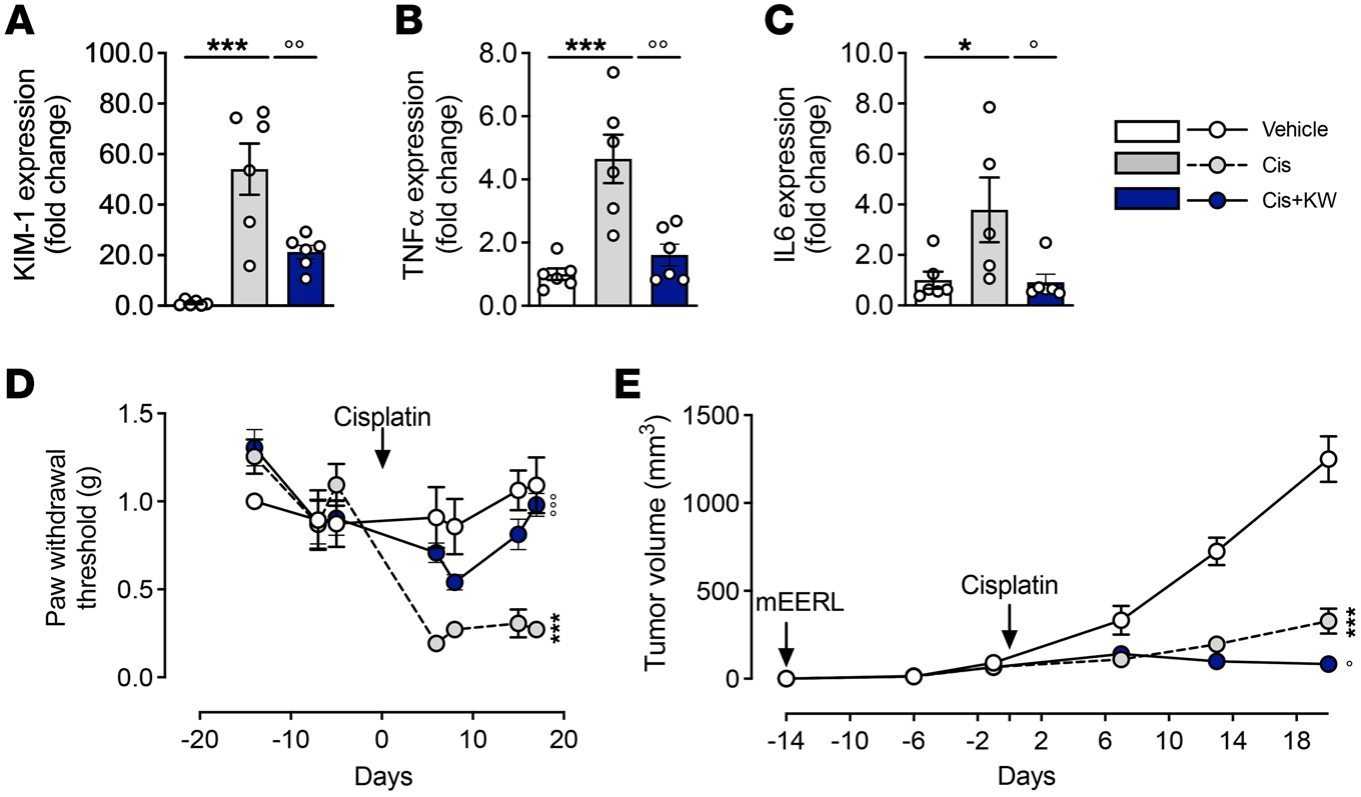
KW6002 prevents nephrotoxicity and neurotoxicity without attenuating the antitumoral properties of cisplatin in the mEERL syngeneic in vivo mouse model. (**A**–**C**) KW6002 alleviated cisplatin-induced nephrotoxicity as estimated by mRNA levels of *KIM1* (**A**) and the inflammatory markers *Tnfa* and *Il6* (**B** and **C**). *P < 0.05 and ***P < 0.001 versus vehicle; °*P* < 0.01 and °°*P* < 0.01 versus cisplatin; 1-way ANOVA (*n* = 5–6/group). (**D**) Mechanical sensitivity measured by von Frey hairs in mice in response to cisplatin and/or KW6002. The arrow represents cisplatin and/or PBS injection. Data are the mean ± SEM. ***P < 0.001 versus vehicle; °°°*P* < 0.001 versus cisplatin; 2-way ANOVA (*n* = 5/group). (**F**) Absolute tumor sizes in animals in the different groups. Results indicate the mean ± SEM. ***P < 0.001 versus vehicle; °*P* < 0.05 versus cisplatin; 2-way ANOVA (*n* = 5–6 animals/group).

# Supplementary material for: Istradefylline protects from cisplatin-induced nephrotoxicity and peripheral neuropathy while preserving cisplatin antitumor effects
**Source:** J Clin Invest. 2022 Nov 15;132(22):e152924. doi: 10.1172/JCI152924
**Supplement:** Supplemental table 1

**Kidney**

| N=6           | Vehicle     | KW          | Cisplatin                   | Cisplatin + KW               |
|---------------|-------------|-------------|-----------------------------|------------------------------|
| <i>Il1b</i>   | 1.00 ± 0.03 | 1.19 ± 0.10 | 1.34 ± 0.09 <sup>0.07</sup> | 0.78 ± 0.12 <sup>°°</sup>    |
| <i>Ccl2</i>   | 1.00 ± 0.01 | 1.42 ± 0.20 | 8.20 ± 2.48**               | 2.38 ± 0.99 <sup>°</sup>     |
| <i>Selp</i>   | 1.00 ± 0.08 | 1.01 ± 0.12 | 1.07 ± 0.09                 | 0.94 ± 0.14                  |
| <i>C3</i>     | 1.00 ± 0.18 | 1.32 ± 0.72 | 21.44 ± 6.42**              | 8.08 ± 2.29 <sup>°</sup>     |
| <i>Cxcl10</i> | 1.00 ± 0.12 | 1.38 ± 0.12 | 9.11 ± 2.86*                | 2.53 ± 1.92 <sup>°</sup>     |
| <i>Cxcl12</i> | 1.00 ± 0.08 | 1.34 ± 0.13 | 36.67 ± 8.63***             | 16.85 ± 6.70 <sup>0.07</sup> |
| <i>Tnf</i>    | 1.00 ± 0.08 | 1.26 ± 0.38 | 4.75 ± 0.79***              | 2.05 ± 0.54 <sup>°°</sup>    |
| <i>Il6</i>    | 1.00 ± 0.07 | 1.04 ± 0.20 | 22.67 ± 4.75***             | 9.46 ± 3.61 <sup>°</sup>     |

**DRG**

| N=5           | Vehicle     | KW          | Cisplatin    | Cisplatin + KW             |
|---------------|-------------|-------------|--------------|----------------------------|
| <i>Il1b</i>   | 1.00 ± 0.08 | 0.99 ± 0.20 | 1.48 ± 0.31  | 0.81 ± 0.12 <sup>°°</sup>  |
| <i>Ccl2</i>   | 1.00 ± 0.15 | 0.91 ± 0.17 | 1.63 ± 0.23* | 0.99 ± 0.17 <sup>°°</sup>  |
| <i>Selp</i>   | 1.00 ± 0.11 | 0.90 ± 0.27 | 1.39 ± 0.15  | 1.04 ± 0.10                |
| <i>C3</i>     | 1.00 ± 0.11 | 0.89 ± 0.15 | 1.44 ± 0.33  | 0.70 ± 0.15 <sup>°°°</sup> |
| <i>Cxcl10</i> | 1.00 ± 0.13 | 0.46 ± 0.04 | 0.56 ± 0.16  | 0.72 ± 0.21                |
| <i>Cxcl12</i> | 1.00 ± 0.10 | 0.98 ± 0.22 | 1.00 ± 0.33  | 1.09 ± 0.09                |
| <i>Tnf</i>    | 1.00 ± 0.16 | 0.64 ± 0.03 | 1.30 ± 0.36  | 0.65 ± 0.04 <sup>°</sup>   |
| <i>Il6</i>    | 1.00 ± 0.16 | 1.06 ± 0.22 | 1.37 ± 0.18  | 0.85 ± 0.01 <sup>°</sup>   |

**Spinal  
cord**

| N=5           | Vehicle     | KW          | Cisplatin   | Cisplatin + KW           |
|---------------|-------------|-------------|-------------|--------------------------|
| <i>Il1b</i>   | 1.00 ± 0.07 | 0.77 ± 0.12 | 1.29 ± 0.19 | 1.13 ± 0.04              |
| <i>Ccl2</i>   | 1.00 ± 0.18 | 1.09 ± 0.25 | 0.88 ± 0.28 | 1.46 ± 0.06              |
| <i>Selp</i>   | 1.00 ± 0.12 | 0.95 ± 0.19 | 1.52 ± 0.16 | 1.37 ± 0.21              |
| <i>C3</i>     | 1.00 ± 0.03 | 0.87 ± 0.17 | 1.47 ± 0.30 | 1.11 ± 0.10              |
| <i>Cxcl10</i> | 1.00 ± 0.13 | 1.07 ± 0.26 | 1.43 ± 0.21 | 0.85 ± 0.08              |
| <i>Cxcl12</i> | 1.00 ± 0.17 | 1.10 ± 0.18 | 0.90 ± 0.15 | 1.10 ± 0.00              |
| <i>Tnf</i>    | 1.00 ± 0.12 | 0.99 ± 0.09 | 1.36 ± 0.22 | 0.87 ± 0.20 <sup>°</sup> |
| <i>Il6</i>    | 1.00 ± 0.19 | 0.80 ± 0.08 | 1.03 ± 0.23 | 0.71 ± 0.07              |

How the deposited data were processed for this re-analysis (not part of the article)

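Kidneys of 22 mice of the subchronic protocol were profiled by RNA-Seq: 5 mice given vehicle, 6 given KW6002, 5 given cisplatin, and 6 given cisplatin plus KW6002. Each mouse gave 1 library. The authors prepared libraries with the TruSeq Stranded mRNA kit, sequenced single reads of 50 bases on an Illumina HiSeq, mapped them to mm10 with STAR 2.5.3a, kept uniquely aligned reads, and counted them with HTSeq-count 0.6.1p1 in union mode. Their own comparisons used DESeq2 1.16.1. The paper names Ensembl releases 90 and 102 for the annotation and does not state whether strand was used in counting. The unit of the deposited values is the count, a whole number of reads per gene and library, which the authors had not normalized. Genes without a read in any library are absent, which left 32858 genes. Another 66 columns of the deposited table have no name and no value and were not used. Positions, symbols, and overlaps were taken from GENCODE M21, which covers the same genome build and gave a symbol to 32824 genes. The remaining 34 genes held 0.00459% of the counts.

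Totals ran from 26471762 to 40510754 counts per library, with a median of 32721214.5. A count of 0 in 1 library allows up to 3 counts of that total, and any fold against a group with at most 3 counts in each library is given as a lower bound. Genes were kept by filterByExpr with the group as design (10 counts at the median library size, a CPM of 0.306, in at least 5 libraries, and 15 counts in all), which left 17131 genes with 99.9% of the counts and removed 15727. Counts were analysed with edgeR 4.0.16 in R 4.3.3: TMM normalization, 1 mean per group, no covariate, quasi-likelihood F tests, and Benjamini-Hochberg adjustment. The common dispersion was 0.0168, and the prior degrees of freedom were 4.28. Comparisons were cisplatin against vehicle, cisplatin plus KW6002 against cisplatin, KW6002 against vehicle, cisplatin plus KW6002 against vehicle, and the difference between the KW6002 effects with and without cisplatin. A call needed an adjusted p below 0.01 and a log2 fold change beyond 1 in either direction, the thresholds of the paper, and a single gene was read at an adjusted p below 0.05. Log2 CPM for the principal components used a prior count of 2, with genes centred and not scaled. Gene families were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01 and adjusted over all 42 tests.

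The genes named are those the paper names for kidney, the 22 genes of Figure 8D, and the 3 genes with the largest change in each direction among called genes with an average log2 CPM of at least 3 and no overlap between groups, taken for cisplatin against vehicle and for both lists of normalized genes. A few genes and lists that these rules and the plan include are not reported here, and no others were put in their place. The tests, the naming rule, 14 gene families, and 15 lists of cell type markers were fixed before the data were examined, as were most alternatives. The families are cell adhesion, extracellular matrix, mitosis, apoptosis, mitochondrial inner membrane, oxidoreductases, organic ion transporters, fatty acid oxidation, cholesterol synthesis, antioxidant enzymes, p53 targets, MHC class II and interferon-gamma response, inflammatory cytokines and chemokines, and adenosine pathway. The marker lists cover proximal tubule, thick ascending limb, distal convoluted tubule, collecting duct principal cell, intercalated cell, podocyte, endothelium, fibroblast, macrophage, T cell, B cell, neutrophil, muscle, fat, and adrenal. Lists of core clock genes, red blood cell RNA, type I interferon response, GTPases induced by interferon gamma, and adrenal cortex steroid synthesis were written after the data had been seen. Molecules for 3 functions and 1 regulator were copied from Supplemental Tables 3 to 5. The gene sets of DAVID, GSEA, and IPA were not used here.

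Alternatives were DESeq2 1.42.0 with its own size factors and filter, relative log expression factors in edgeR, scaling by library size only, no filter, at least 10 counts in every library, fits of only the 2 groups compared, the replicate number as a block, the number series of the sample labels as a covariate, only the mice numbered in the 500s, a test against a log2 fold change of 1, an adjusted p below 0.05, and each library left out in turn. The principal components were also computed on the 500 most variable genes and on scaled genes, and the families were also tested with fry and with an estimated inter-gene correlation. The mean of the fat marker genes as a covariate, libraries drawn down to equal depth, the scalings, label series, and libraries left out for the families, the same set of alternatives for the lists of Supplemental Tables 3 to 5, and values relative to Ppia were added after the data had been seen. The steps were tested on simulated data, in which edgeR recovered 198 of 200 changed genes and called 0 others. In such data camera called 0 of 14 unchanged tests. Genes were drawn independently there, so whether camera calls too many families when their genes vary together was not tested. Overlaps were compared with 20 simulated data sets that had the cisplatin effect and no KW6002 effect. Counts of calls were compared over 100 splits of the mice, the real one included, drawn from 126 possible splits for 10 mice, 462 for 11 mice, and 213444 for the difference between the effects.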

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

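The comparison of the KW6002 effects with and without cisplatin was set before the data were examined. The same holds for the fits by label series and those that left out a mouse. Their use to weigh an explanation was chosen only after the result was seen, as were the other tests in this part.

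A library lay far from the others of its group in 15 of 236 groups tested (59 measures in 4 groups), where chance gives 11.8. Cisplatin replicate 5 accounted for 4 of these, on the log2 CPM scale: Lcn2 at 9.08 (the others 10.35 to 10.53), Gsta1 at 4.97 (5.27 to 5.36), C3 at 10.91 (10.28 to 10.45), and Slc47a1 at 8.06 (7.59 to 7.69). Cisplatin plus KW6002 replicate 6 accounted for another 4: Slc22a18 at 8.76 (8.33 to 8.47), Atp4a at 4.55 (3.66 to 3.94), Hmox1 at 6.17 (6.59 to 6.80), and the mean of the adrenal markers. Vehicle replicate 3 was low for Acmsd at 6.88 (7.44 to 7.56). Further cases were Tnf in cisplatin plus KW6002 replicate 2 at -2.68 (-1.30 to -0.48), Nfe2l2 in vehicle replicate 5 at 7.07 (6.78 to 6.82), Cxcl12 in vehicle replicate 2 at 6.74 (7.40 to 7.55), Oscp1 in KW6002 replicate 2 at 2.70 (2.39 to 2.48), Slc22a2 in KW6002 replicate 6 at 8.78 (8.47 to 8.58), and Hbb-bt in cisplatin replicate 2 at -3.16, where the other 4 libraries had 0 counts and this one 2. Replicate 5 had lower injury markers and higher Slc47a1 than its group, but a swap with a vehicle mouse is argued against, since 0 of the 10 cisplatin and vehicle libraries lay nearer to the mean of the other group, and the same held for 0 of the 11 cisplatin and co-treated libraries. The design gives no dose or time that differed within a group, so no biological explanation was tested for single mice.

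Vehicle and KW6002 libraries were less distinct. Of these 11 libraries, 4 lay nearest to the mean of the other group (own mean nearest for 2 of 5 vehicle and 5 of 6 KW6002 libraries), so a vehicle library swapped with a KW6002 library cannot be told apart from a correct label, because the groups differed in 0 called genes, with 1930 at an unadjusted p below 0.05.

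The mean log2 CPM of the 2 tested adrenal markers was 2.33 in cisplatin plus KW6002 replicate 6 and between -0.84 and -0.16 in the other mice of its group. Of 5 genes of adrenal cortex steroid synthesis, 5 had more than 5 times the largest count of any other library: Cyp11b1 had 542 counts against at most 2, Cyp21a1 508 against 4, Cyp11a1 323 against 4, Hsd3b1 665 against 19, and Star 874 against 91. Only 1 of these genes passes the filter for kidney, and 4 of the 5 are also in the adrenal marker list. The genes Th and Dbh of the adrenal medulla had 0 counts in this library. The values are consistent with a piece of adrenal cortex in this sample. Leaving out this mouse changed the share of raised genes that KW6002 lowered to 33.8% and the share of lowered genes that KW6002 raised to 28.8%, the latter the lowest value of the fits that each left out one mouse.

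The effect of KW6002 differed between mice with and without cisplatin in 1469 genes by a test of the difference itself. Only 1 of 100 splits, the real one, gave as many, and the largest count among the others was 250. With the label series as a covariate 98.2% of the 1469 genes stayed called, but the covariate hardly moved this comparison (median absolute shift of log2 fold change 0.00938). With only the mice numbered in the 500s, which leaves fewer mice, 1042 of the 1469 genes (70.9%) stayed called, which argues against the series as the whole cause. The treatment with cisplatin is the difference the design names, and it stays open as a hypothesis, since the genes were found and tested on the same data.

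The paper does not report which genes lay beyond both other groups with co-treatment. Leaving out genes that cisplatin alone had already moved in the same direction (12 genes), 59 genes were called higher with cisplatin plus KW6002 than with both cisplatin and vehicle, and 96 were called lower than both. The lower genes include several of fat tissue. The 7 fat markers, all of which pass the filter in kidney, had a median log2 fold change of -2.80 between co-treated and cisplatin-treated mice and of -1.25 between KW6002 and vehicle, and their most abundant members were Cfd at an average log2 CPM of 6.69 and Cidec at 5.52, with Adipoq at 4.83. Within groups their mean pairwise correlation between mice was 0.810, while the central 95% of 10000 random lists matched on expression reached up to 0.135. Fat tissue left on some kidneys is a candidate explanation for the lower fat genes, and with the mean of these markers as a covariate 24 of the 96 lower genes and 32 of the 59 higher genes still passed. The same covariate left 73.9% of the 1766 genes called between co-treated and cisplatin-treated mice, which argues against fat as the whole cause of that count. A smaller fat mass under treatment was not tested.

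Among the higher genes, GTPases induced by interferon gamma stood out. Of 15 listed genes 14 were tested, 8 of which the MHC class II family also holds, and all 14 were higher with co-treatment than with vehicle, with a median log2 fold change of 0.86. Against vehicle, Tgtp2, Gbp5, Gbp8, and Gbp4 did not pass (adjusted p = 0.816, 0.677, 0.711, and 0.195 in edgeR). Of the list, Irgm1, Irgm2, Igtp, and Tgtp1 were among the 59 higher genes. The median of the 14 genes was -0.04 with cisplatin against vehicle and 0.77 with co-treatment against cisplatin, where 13 of 14 were higher. The largest change was in Tgtp1, at 3.10 (standard error 0.28, adjusted p = 5.17e-09 in edgeR) against cisplatin. The list was written after some of its genes had been seen. More T cells than in vehicle kidneys are argued against, since the T cell list (7 of 10 genes tested, the rest below the filter) had a median of -1.49 with co-treatment against vehicle. For a general interferon response the values do not decide: all 21 genes of the type I interferon list pass the filter in kidney, and their median was 0.308 with co-treatment against vehicle, 0.90 with cisplatin against vehicle, and -0.72 with KW6002 added to cisplatin.

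In control mice, 55 genes were called between the mice numbered in the 500s and those in the 300s, 25 higher and 30 lower in the 500s, and 1754 had an adjusted p below 0.05. The comparison held 5 against 6 mice, with the treatment in the model. The 18 core clock genes, all of which pass the filter in kidney, had a median absolute log2 difference of 0.580, while 10000 random lists matched on expression had a median of 0.0935 and the central 95% of them reached up to 0.161, and 9 of the 18 had an adjusted p below 0.05, 6 of them higher in the 500s. The time of day at which the kidneys were taken is a candidate explanation, which the paper's text does not give. Other differences between the series, such as cohort, feeding, or preparation, were not tested. Cry1, which DESeq2 called higher with KW6002 than with vehicle, belongs to this list, and both control groups hold mice of both series.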

How the results depend on the processing

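The fat gene covariate and the equal depth of the libraries were chosen after seeing the data, as were the scalings, label series, and left-out libraries for the families and all alternatives for the lists of Supplemental Tables 3 to 5, so these tests were chosen only after the result was seen. Unless a reason is given, the cause was not tested.

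The counts of called genes in comparisons with cisplatin stayed within 1.5 times of their values under every alternative other than the test against a log2 fold change of 1 and the filter of at least 10 counts in every library. Tested against a log2 fold change of 1, which is stricter by construction, 2393 genes passed with cisplatin against vehicle (1147 higher, 1246 lower), 481 with cisplatin plus KW6002 against cisplatin (267 higher, 214 lower), 899 with cisplatin plus KW6002 against vehicle (426 higher, 473 lower), and 261 for the difference between the KW6002 effects (192 positive, 69 negative). The overlaps were then 165 genes raised and lowered again, 235 lowered and raised again, and 794 in both comparisons with vehicle. With at least 10 counts in every library, which leaves fewer genes to test, the counts were 2749 with cisplatin (1344 lower), 1043 between co-treated and cisplatin mice (495 higher, 548 lower), and 1304 with co-treatment against vehicle (610 higher, 694 lower), and the overlaps were 437, 411, and 1058. Fits that each left out one mouse gave 4074 to 4308 genes with cisplatin, 1597 to 1890 with KW6002 added, 2173 to 2368 with co-treatment against vehicle, and 1308 to 1592 for the difference.

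For KW6002 against vehicle, DESeq2 gave 5 genes (4 higher, 1 lower), the label series covariate 4 (3 higher, 1 lower), and the mice numbered in the 500s 1 (higher). The 22 fits that each left out one mouse gave 0 to 2 genes (0 to 1 higher and 0 to 1 lower). Without vehicle replicate 3 there were 2 and without vehicle replicate 5 there was 1.

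The number of called genes with co-treatment, relative to cisplatin alone, changed by -44.4% and by -46.1% with library size only, -47.1% with no filter, -52.6% with at least 10 counts in every library, -49.1% with fits of the 2 groups compared, -47.2% with the label series covariate, -50.5% with the mice numbered in the 500s, -62.4% with the test against a log2 fold change of 1, -42.2% at an adjusted p below 0.05, and -54.0% with the fat gene covariate. Across fits without one mouse it ran from -47.2 to -42.8%. The share of raised genes that KW6002 lowered was 32.8% with library size only, 31.1% with at least 10 counts in every library, 14.4% with the test against a log2 fold change of 1, 27.7% with the fat gene covariate, and 32.9 to 37.6% without one mouse. The share of lowered genes that KW6002 raised was 29.1% with DESeq2, 34.8% with library size only, 28.1% with no filter, 18.9% with the test against a log2 fold change of 1, 33.7% at an adjusted p below 0.05, and 28.8 to 33.2% without one mouse.

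The first principal component held 83.0% of the variance on the 500 most variable genes and 45.5% on scaled genes, and 62.7 to 66.5% without one mouse. The second held 8.03%, 16.1%, and 10.1 to 12.2%.

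Of the 42 family tests, 3 passed with the estimated inter-gene correlation and 20 to 26 under each of the other alternatives. Tested against a log2 fold change of 1, the lists of Supplemental Tables 3 to 5 kept 18 genes of fatty acid metabolism, 6 of damage of kidney, 8 of failure of kidney, and 13 of LHX1 targets.

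A direction reversed in results that were past the threshold neither before nor after. Tnf with cisplatin went from -0.10 to 0.12 with library size only, 0.55 with the mice numbered in the 500s, and 0.0398 with the fat gene covariate, and ranged from -0.28 to 0.12 without one mouse. Il1b with KW6002 added went from 0.07 to -0.0403 at equal depth and ranged from -0.18 to 0.35 without one mouse. Cxcl12 with cisplatin went from -0.08 to 0.14 with library size only, and with KW6002 added it ranged from -0.0776 to 0.0930 without one mouse. Slc47a2 with KW6002 added ranged from -0.0058 to 0.46. The MHC class II family with cisplatin went from a median of -0.24 to 0.0417 with the mice numbered in the 500s. The camera direction of the antioxidant enzymes with KW6002 added turned with library size only (median -0.0206), the replicate block (0.0194), and the fat gene covariate (-0.0267), and in 5 fits without one mouse, where the median ran from 0.00998 to 0.0769.

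With the replicate numbers as a block, the counts were 4105 with cisplatin, 1715 with KW6002 added, 2296 with co-treatment against vehicle, and 1460 for the difference. Over 31 pairs with equal numbers in different groups, the median correlation of residuals was 0.00846, and 7 pairs were above 0.1. Of these 7, 4 were among the 5 pairs of vehicle and KW6002 mice, with a median of 0.155 against -0.0401 for other pairs of these groups, so pairing is not excluded there. Each of these pairs also shares its label series. The block left the count for KW6002 against vehicle unchanged.

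Other changes for single genes were 19 weaker, 8 stronger, and 1 moved under alternatives, and 23 weaker, 11 stronger, and 3 moved without one mouse. For families they were 29 weaker and 5 stronger under alternatives, and 7 weaker and 1 stronger without one mouse. Fits of only the 2 groups compared gave no value for the difference between the effects. The depth limits what can be said for 6 export genes with at most 15 counts in any library, for Il6, which had at most 2 counts in any vehicle library, and for Tnf, which stayed below 1 CPM on average in each group.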

Differences from the paper's values

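The values relative to Ppia are tests chosen only after the result was seen. The paper's errors are SEM. Its expression values are from quantitative PCR with Ppia as control, and the values here are CPM from sequencing, so that both the animals and the method can differ. An expression value was said to differ when its gap to the paper's exceeded both the paper's error and the SD of the treated group here. For folds of vehicle, a set ratio between the values was required as well. That SD leaves out the spread of the comparison group, so the rule is not a test. The folds of vehicle in this part are from Supplemental Table 1, which names no protocol and which the paper cites once for both protocols together and once for mice of the subchronic protocol. Ppia itself is a weak reference in these libraries, with a log2 fold change of -0.36 with cisplatin (adjusted p = 0.00386 in edgeR) and 0.59 with KW6002 added (adjusted p = 2.65e-05).

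For KW6002 against vehicle, the paper shows about 4 raised genes in Fig. 4C, read by eye, and 0 were called raised here, with 1930 genes at an unadjusted p below 0.05 in either direction. Of the alternatives set before the data were examined, DESeq2 gave 4 and the label series covariate 3, and the others left the difference. The same panel shows about 2 lowered genes in Fig. 4C, read by eye, against 0 here, and none of the alternatives set before the data were examined closed that gap.

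For NGAL mRNA with KW6002 added to cisplatin, the paper gives a decrease of 82.9% (SEM 1.4), and the decrease of Lcn2 was 76.6% here. Across the alternatives set before the data were examined it was 79.5% at most and 75.4% at least, and none closed the gap. The rule leaves out the spread of the cisplatin mice, of which replicate 5 was low for Lcn2, so this gap is uncertain. Relative to Ppia, a scale chosen after seeing the values, the decrease was 84.4%, which does not differ by the same rule. For KIM1 mRNA the paper gives a decrease of 79.5% (SEM 3.8), and that of Havcr1 was 68.2%, which does not differ given a spread of 15.4 percentage points between mice.

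For Il1b with cisplatin, the paper gives 1.34-fold of vehicle, and the fold was 0.654 here and 0.837 relative to Ppia. Of the alternatives set before the data were examined, only the mice numbered in the 500s closed the gap on the CPM scale, at 0.959. On the Ppia scale, the label series covariate, the mice numbered in the 500s, and fits without vehicle replicate 1 or 2 or cisplatin replicate 1 or 5 did so too, a scale chosen after seeing the values. Il1bos overlaps Il1b on the other strand. For Selp the paper gives 1.07-fold with cisplatin and 0.94-fold with co-treatment, against 3.74 and 1.801 here (4.79 and 1.53 relative to Ppia). None of the alternatives set before the data were examined closed these gaps on the CPM scale, and on the Ppia scale the co-treatment value came within the paper's without vehicle replicate 3, 4, or 5 or cisplatin plus KW6002 replicate 5. Gm16548 and Gm16587 overlap Selp on the other strand.

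For C3 with cisplatin, the paper gives 21.44-fold of vehicle, against 12.1 here. The mice numbered in the 500s and the fit without vehicle replicate 2 closed the gap, and the other alternatives set before the data were examined did not. Relative to Ppia the fold was 15.4, which does not differ by the same rule. With co-treatment the paper gives 8.08-fold, against 5.67 here, which does not differ, and 4.83 relative to Ppia, which does, except with the label series covariate, with the mice numbered in the 500s, or without vehicle replicate 2.

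For Cxcl10 the paper gives 9.11-fold with cisplatin and 2.53-fold with co-treatment, against 2.86 and 5.35 here (3.66 and 4.55 relative to Ppia). None of the alternatives set before the data were examined closed these gaps on the CPM scale, and on the Ppia scale, chosen after seeing the values, the co-treatment value came within the paper's with the replicate block, without vehicle replicate 4 or 5, or without cisplatin plus KW6002 replicate 3. Art3 overlaps Cxcl10 on the other strand. For Cxcl12 the paper gives 36.67-fold and 16.85-fold, against 0.947 and 0.935 here (1.21 and 0.796 relative to Ppia), and for Tnf with cisplatin it gives 4.75-fold, against 0.936 here (1.20 relative to Ppia). No alternative closed these gaps on either scale. With co-treatment the paper gives 2.05-fold for Tnf, against 1.40 here, which does not differ, and 1.19 relative to Ppia, which does, except with the mice numbered in the 500s, without vehicle replicate 2, or without cisplatin plus KW6002 replicate 2.

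In direction, the paper reports that KW6002 lowered Cxcl10 and Tnf in cisplatin-treated mice. Here Cxcl10 was higher with KW6002 added, by 0.90 (adjusted p = 1.70e-04 in edgeR), and Tnf was higher by 0.58 without passing (adjusted p = 0.188). The paper gives values above vehicle for Il1b, Cxcl12, and Tnf with cisplatin, and the log2 fold changes here were -0.61, -0.08, and -0.10 (adjusted p = 0.149, 0.642, and 0.847). It reports lower caspase activity in kidney with KW6002, which RNA does not measure, and Bax RNA was higher by 0.22 with Bcl2 at -0.06 here. It relates KW6002 to redox balance and fatty acid metabolism. Oxidoreductases, Cat, and 39 of the 43 tested molecules of its fatty acid metabolism list were higher with KW6002 added here, past their thresholds. The families of antioxidant enzymes and fatty acid oxidation defined here did not pass, although the latter passed with fry and without cisplatin plus KW6002 replicate 6, with a lower median.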

Other observations

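The tests in this part were chosen only after the result was seen, apart from the splits for the counts of cisplatin and of co-treatment against vehicle, of KW6002 added to cisplatin, and of KW6002 against vehicle, the label series for the cisplatin count, the simulations of shared cisplatin libraries, and the test on proximal tubule cells.

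The number of genes called with cisplatin was weighed against technical explanations. Only 1 of 100 splits of the 10 mice, the real one, gave as many genes, and the largest count among the other splits was 15. With the label series as a covariate 91.8% of the called genes stayed called, with a correction for GC content and length 93.4%, and with libraries drawn down to equal depth 94.3%. A library swapped between cisplatin and vehicle is argued against by 0 of 10 libraries lying nearer to the other mean. For KW6002 added to cisplatin, again 1 of 100 splits of the 11 mice gave as many genes, with at most 795 in the others, and 94.5% stayed called with the correction for GC content and length and 91.9% at equal depth. Leaving out the 14 most abundant genes kept 99.4% of the genes called with cisplatin and 99.3% of those called with KW6002 added. It moved log2 fold changes by a median of only 6.65e-04 and 5.47e-04, so it decides nothing about a few abundant genes as a cause. Scaling by library size alone leaves their share uncorrected. The median log2 fold change of all genes was then 0.204 with cisplatin and -0.055 with KW6002 added. Of the called genes, 89.4% and 95.8% stayed called, which argues against a few abundant genes as the whole cause of these counts. For cisplatin plus KW6002 against vehicle, 1 of 100 splits gave as many genes (at most 1634 in the others), and for the genes called in both comparisons with vehicle, 1 of 100 (at most 417).

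The overlaps of opposite calls, 743 and 650 genes, were each reached by 1 of 100 splits, the real one, with at most 161 and 182 genes in the others. In 20 simulations with noise in the shared cisplatin libraries and no KW6002 effect, 0 genes were called between co-treated and cisplatin mice, so that both overlaps were 0. Simulated noise alone thus gave no calls in that comparison, which leaves no overlap to measure. How the shared libraries affect the overlap of a real change was not measured. The 12 export genes past the threshold were reached by 2 of 100 splits, the real one included. For the families, with the real split counted, 25 of 100 splits of the cisplatin and vehicle mice and 12 of 100 splits of the co-treated and cisplatin mice gave as many as the 10 and 11 families that passed when each comparison was adjusted alone, with a median of 7 families in the other splits of either set. With 5 mice in a group the other splits of cisplatin and vehicle mice are never even, so they keep part of the treatment difference, and the counts of families do not decide whether the calls exceed what other groupings give. In KW6002 against vehicle 0 genes were called (1930 at an unadjusted p below 0.05), a count that 100 of 100 splits reach by definition and that says nothing about other groupings. The split that follows the label series gave 84 genes, where the fit with that series as a covariate gave 4. As many families as the 1 that passed there were found in 92 of 100 splits. The other splits had a median of 3 families and at most 7, so camera at the preset correlation also called families in groupings other than the treatment.

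Genes measured by quantitative PCR in the paper were read from the same libraries. Ccl2 had a log2 fold change of 2.50 (standard error 0.42, adjusted p = 1.33e-05) with cisplatin and -0.98 (standard error 0.35, adjusted p = 0.0201) with KW6002 added, and the latter did not pass without cisplatin replicate 1 or 4 or with the fat gene covariate. Il6 was at least 6.96-fold higher with cisplatin than with vehicle and at least 2.95-fold higher with co-treatment, and its change with KW6002 added (-1.20, adjusted p = 0.0420) did not pass with DESeq2, no filter, fits of the 2 groups compared, the replicate block, the mice numbered in the 500s, or the fat gene covariate, or without cisplatin replicate 2, 3, or 4 or cisplatin plus KW6002 replicate 1, 2, 3, or 6. Selp changed by 1.90 with cisplatin (adjusted p = 1.22e-05) and by -1.06 with KW6002 added (adjusted p = 0.00253), and C3 by 3.59 (adjusted p = 1.82e-08) and -1.09 (adjusted p = 0.00767, which did not pass with the fat gene covariate). Tnf with KW6002 added passed without cisplatin plus KW6002 replicate 2, at 0.79, and with the fat gene covariate, at 1.40. Il1b with cisplatin passed without cisplatin replicate 4, at -0.89. Cxcl10 changed by 1.52 with cisplatin (adjusted p = 5.00e-07). Adjusted p-values are from edgeR.

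Adora2a, the target of KW6002, had a log2 fold change of 0.86 (standard error 0.14, adjusted p = 9.68e-06) with cisplatin and -0.70 (standard error 0.13, adjusted p = 1.02e-04) with KW6002 added. Nfe2l2, which Gm24996 overlaps, changed by 1.38 (adjusted p = 7.73e-15) and -0.58 (adjusted p = 1.74e-08) in the same comparisons, and Cat by -0.50 (adjusted p = 5.28e-08) and 0.28 (adjusted p = 1.57e-04). For Hmox1 these changes were 0.78 (adjusted p = 0.00556) and -0.66 (adjusted p = 0.0159), and the rise with cisplatin was 0.47 with the label series covariate and 0.20 with the mice numbered in the 500s, neither past the threshold. Among control genes, Hprt changed by 0.89 with cisplatin (adjusted p = 5.81e-13) and -0.50 with KW6002 added (adjusted p = 1.29e-08), Actb by 0.39 (adjusted p = 0.0201) and -0.01 (adjusted p = 0.975), and B2m by 0.38 (adjusted p = 0.00137) and -0.43 (adjusted p = 3.68e-04), while Gapdh, Tbp, and Rpl13a did not pass in either comparison. The cisplatin change of Abcb1a, Rgs9, Abca1, Slc47a2, and Atp2b1 passed in some fits and not in others, as did that of Ppia and Bcl2 with library size only.

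Inflammatory cytokines and chemokines had a median of 0.72 with cisplatin (adjusted p = 0.00254, camera) and -0.11 with KW6002 added (adjusted p = 0.274). MHC class II and interferon-gamma genes had medians of -0.24 (adjusted p = 0.396) and 0.66 (adjusted p = 4.26e-05), and adenosine pathway genes 0.86 (adjusted p = 0.118) and -0.62 (adjusted p = 0.0381, not past the threshold with library size only or without cisplatin plus KW6002 replicate 4 or 5).

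Marker lists were read as median log2 fold changes over tested genes, with cisplatin against vehicle and then with KW6002 added to cisplatin. Proximal tubule markers had medians of -2.92 and 1.34 (22 genes), distal convoluted tubule markers -2.17 and 1.46 (8 genes), intercalated cell markers -0.70 and 0.71 (8 genes), collecting duct principal cell markers -0.07 and 0.16 (8 genes), podocyte markers -0.15 and 0.25 (9 genes), and endothelium markers -0.06 and -0.13 (11 genes). Fibroblast markers had 1.18 and -1.001 (10 genes), T cell markers -2.21 and 0.99 (7 genes), B cell markers -2.02 and 1.03 (8 genes), and neutrophil markers 0.324 and -0.79 (6 genes). A single muscle marker was tested, at 0.74 and -0.32, and the 2 adrenal markers had 0.98 and 0.09. The core clock genes had 0.15 and 0.16. The thick ascending limb list fell as well with cisplatin, with a median of -1.60 over 9 genes, 8 of them called lower. A lower share of proximal tubule cells alone would not account for that fall. Why the proximal tubule markers themselves fell is not decided by another segment's list. A loss of transcripts within cells and a loss of several cell types stay open, and neither was tested.

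Macrophage markers (11 genes) had medians of 0.19 with cisplatin and -0.63 with KW6002 added. With the mean of the fat markers as a covariate the latter was 0.0174. Over the deviations of the 22 mice from their group means, macrophage and fat marker means correlated with r = 0.652 (permutation p = 0.00927) and rho = 0.631 (permutation p = 0.00792), both two-sided and within groups, and r was 0.689 (permutation p = 0.00686) without the 2 mice farthest on the fat scale. Macrophages of fat tissue left on some kidneys may therefore account for the lower macrophage markers and for the higher values in 3 control mice. No list is specific to the macrophages of either tissue, and an effect of KW6002 on kidney macrophages stays open.

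The p53 targets raised by cisplatin (25 genes) kept a median of 81.3% of their change with co-treatment, while 10000 random lists of raised genes matched on change and expression had a median of 63.5% and the central 95% of them reached up to 72.6%. One lower exposure to cisplatin that scales every response alike is argued against by this value. A lower exposure that acts unequally on different responses stays open. A hypothesis is that KW6002 changed the response of the tissue more than the DNA damage itself, which these libraries cannot test. Against it stand the paper's own measurements with KW6002. It reports less platinum in kidneys of tumor-bearing mice, and less platinum and less DNA damage in cultured renal cells.

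All 5 genes of the red blood cell list fell with cisplatin, and Alas2 was at least 103-fold lower and Hba-a2 at least 221-fold lower than with vehicle. Less blood left in the kidneys stays open: the neutrophil list had a median of 0.324 with 3 of its 6 tested genes higher, which decides nothing, and the T cell and B cell lists fell. Fewer red cell precursors or young red cells is a biological alternative that was not tested.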
